# CXCR1 and its downstream NF-κB inflammation signaling pathway as a key target of Guanxinning injection for myocardial ischemia/reperfusion injury

**DOI:** 10.3389/fimmu.2022.1007341

**Published:** 2022-10-17

**Authors:** Guangxu Xiao, Jiaxu Liu, Huanyi Wang, Shuang He, Jianwei Liu, Guanwei Fan, Ming Lyu, Yan Zhu

**Keywords:** Guanxinning injection, Myocardial ischemia/reperfusion injury, Danshensu, CXCR1, IL-8 signaling pathway

## Abstract

Guanxinning Injection (GXNI) is used clinically to treat cardiac injury, but its active components and mode of action remains unclear. Therefore, a myocardial ischemia/reperfusion injury (MIRI) model-based integrated strategy including function evaluation, RNA-seq analysis, molecular docking, and cellular thermal shift assay (CETSA) was employed to elucidate the effect and mechanism of GXNI and its main ingredient on cardiac injury. These results revealed that GXNI significantly improved cardiac dysfunction and myocardial injury in I/R mice. RNA-seq analysis clarified that CXCR1-mediated interleukin-8 pathway played a critical role in MIRI. Molecular docking screening identified danshensu (DSS) as the major active components of GXNI targeting CXCR1 protein, which was confirmed in an oxygen-glucose deprivation/reoxygenation-induced cardiomyocytes damage model showing that GXNI and DSS reduced the protein expression of CXCR1 and its downstream NF-κB, COX-2, ICAM-1 and VCAM-1. CETSA and isothermal dose-response fingerprint curves confirmed that DSS combined with CXCR1 in a dose-dependent manner. Furthermore, GXNI and DSS significantly decreased the expression levels of IL-6, IL-1β and TNF-α and the number of neutrophils in post I/R myocardial tissue. In conclusion, this study revealed that GXNI and its active components DSS exert inhibitory effects on inflammatory factor release and leukocyte infiltration to improve I/R-induced myocardial injury by down-regulating CXCR1-NF-κB-COX-2/ICAM-1/VCAM-1 pathway.

## Introduction

Although the prognosis and treatment have improved significantly in the past ten years, cardiovascular diseases, including acute myocardial infarction (AMI), are still among the leading causes of death in the world (1–3). After myocardial ischemia, timely reperfusion strategy enhances the myocardial rescue effect of most patients with AMI, but myocardial ischemia/reperfusion injury (MIRI) can also cause myocardial cell death and lead to arrhythmia, myocardial remodeling and heart failure (4–6). Therefore, it is still urgent need to develop myocardial protective strategies to effectively reduce MIRI.

Traditional Chinese medicine (TCM) has been used for thousands of years in the prevention and treatment of cardiovascular diseases (7, 8). Compared with monomer drugs with single target, the multi-component and multi-target TCM are more advantageous for the treatment of complex diseases such as AMI and stroke (9–11). Guanxinning injection (GXNI) is a Sino Food and Drug Administration (SFDA)-approved Chinese Materia Medica and is widely prescribed for coronary artery disease (CAD) indications in China. It is composed of Danshen (*Radix Salvia miltiorrhiza*) and Chuanxiong (*Rhizoma Ligusticum chuanxiong*) with the effect of “Blood-activating and stasis-removing” according to TCM theory. Modern pharmacological studies have shown that Danshen has a wide range of pharmacological effects, mainly but not limited to cardiovascular therapeutics (12, 13). For example, it inhibits IGF-II receptor signaling pathway by estrogen receptor, so as to play an anti-apoptotic role in cardiomyocytes (14); it exerts an anti-cardiac hypertrophy effect *via* inhibiting the Leu27IGF-II-IGF2R signaling pathway (15); it plays an anti-cancer effect by down-regulating the mitogen-activated protein kinase (MAPK)/activator protein-1 (AP-1) signaling pathway (16); it improve cerebral vascular endothelial damage caused by cerebral ischemia/reperfusion injury by inhibiting the Src signaling pathway (17), and so on. Chuanxiong, another Traditional Chinese Medicine commonly used to treat cardio-cerebrovascular diseases, its main active ingredients are phthalides and alkaloids (18). Similarly, Chuanxiong has extensive pharmacological effects, such as anti-cerebral ischemia (19), anti-myocardial ischemia (20), anti-thrombosis (21), anti-inflammatory (22), anti-oxidation (23), and anti-asthma effects (24). Moreover, the research of Chuanxiong reveals that Chuanxiong increases the expression of VEGF after myocardial infarction to promote angiogenesis (25), regulates autophagy *via* activating the PI3K/Akt/mTOR signaling pathway (20), and can also improve angina by inhibiting acid-sensitive ion channels (26). Although the above research results provide the possibility for GXNI in the treatment of AMI, its therapeutic effect is still unknown.

In this study, we evaluated the therapeutic effects of GXNI through the mouse model with myocardial ischemia/reperfusion injury (MIRI), and revealed the potential mechanisms of GXNI in the treatment of AMI in combination with RNA-seq and network pharmacological analysis, which revealed that CXCR1 plays a key role in it. The discovery has greatly attracted our research interest and attention. It is well known that there are differences between humans and rodents. The hIL-8/CXCL8 exerts biological functions in human by activating human CXCR1 (hCXCR1) and human CXCR1 (hCXCR2), but the functional identification of murine CXCR1 (mCXCR1) in mice was not smooth at first. Only one functional ELR-CXC receptor has been previously identified in mice and characterized as a homologue of hCXCR2, namely, mCXCR2 (27, 28). Because mCXCR2 has high affinity for hCXCL8, mCXCL1 and MIP-2, and causes neutrophil recruitment and activation, it is considered to be the receptor responsible for the full function of hCXCR1 and hCXCR2 in humans (29, 30). Later, although it was found that mCXCR1 was expressed in basement membrane cells, peripheral monocytes, CD4^+^ and CD8^+^ T cells and some lymphocytes of mice, it is regrettable that its biological function has not been confirmed (31, 32). This also led people to think that mCXCR1 was a non-functional receptor. Excitingly, as research progressed, it has been found that mCXCR1 is specifically activated by mGCP-2, hGCP-2/CXCL6 and hIL-8/CXCL8, and exerts critical role in collagen-induced arthritis in mice (33, 34). This finding demonstrates that mCXCR1 is a functional receptor and opens a “door” for biological research on CXCR1/2 using mouse models in the future. In recent years, a variety of biological functions of CXCR1 *in vivo* have been discovered, and it is most reported in cancer (35–38). Endogenous CXCR1 can not only directly interfere with the resistance of cancer cells to chemotherapeutic drugs, but also be an active regulator of cancer cell metastasis (39). With the deepening of research, CXCR1 is regarded as a novel therapeutic target in various cancer treatments (37, 38, 40). Furthermore, CXCR1 is also involved in the progression of coronary artery disease caused by decreased myocardial blood supply, and plays an increasingly synaptic role (41). The increased expression of CXCR1 can predict the occurrence of immune activation and remodeling in patients with heart failure, and may even be an effective marker for the diagnosis of AMI (42, 43). In this study, we not only clarified that CXCR1 is a key target for the treatment of AMI, but also found for the first time that GXNI exerts a therapeutic effect on AMI *via* inhibiting the activation of CXCR1 and its downstream pathways in myocardial tissue. The direct interaction between GXNI and CXCR1 was further evaluated by molecular docking and CETSA, and Danshensu, the active ingredient of GXNI in regulating CXCR1, was identified.

## Materials and methods

### Drugs and reagents

Guanxinning injection (SFDA drug approval number Z13020779) was provided by China Shineway Pharmaceutical Group Ltd. (Shijiazhuang, China, batch number 171122B2) (44, 45). 2, 2, 2-Tribromoalcohol was purchased from Sigma (T48402, St. Louis, MO, United States). Metoprolol-tartrate (YZ-100084), 2, 3, 5-Triphenyl-2H-Tetrazolium Chloride (TTC, G3005), Bicinchoninic acid protein concentration assay kit (BCA, PC0020), High-efficiency RIPA tissue/cell lysate (R0010), Tris Buffered saline Tween (TBS-T, T1081), Tris-Glycine Running Buffer (T1070) and Western blot Transfer Buffer (D1060) were purchased from Solarbio (Beijing, China). Pierce™ ECL Western Blotting Substrate (32109) was purchased from Thermo Fisher Scientific (Waltham, United States). SDS-PAGE Protein Loading Buffer (P0015L) and Hematoxylin and Eeosin (H&E) staining kit (C01055) were purchased from Beyotime Biotechnology (Shanghai, China). Polyvinylidene Difluoride (PVDF) Blotting Membrane was purchased from GE Healthcare Life Science (Pittsburgh, United States). Anti-CXCR1 antibody (bs-1009R) and anti-VCAM-1 antibody (bs-0396R) were purchased from Bioss (Beijing, China). Anti-COX2 antibody (12282S) was purchased from Cell Signaling Technology (Danvers, United States). Anti-NFkB (AF5006) and anti-ICAM-1 (AF6088) antibodies were purchased from Affinity Biosciences (Liyang, China). Anti-GAPDH (YM3215) and HRP Goat anti-Rabbit (RS0002) antibodies were purchased from Immunoway (Plano, United States). Transcriptor First Strand cDNA Synthesis Kit was purchased from Roche (04897030001, Mannheim, Germany). Bestar™ qPCR MasterMix was purchased from DBI Bioscience (DBI-2043, Shanghai, China). Mouse ELISA kit for cTNT (ZC-38814), IL-6 (ZC-37988), IL-1β (ZC-37974) and TNF-α (ZC-39024) were purchased from ZCIBIO Technology Co., Ltd (Shanghai, China). Creatine Kinase Assay Kit (XM0140), Creatine Kinase-MB Isoenzyme Assay Kit (XM0240), Lactate Dehydrogenase Assay Kit (XM0340) and Aspartate Aminotransferase Assay Kit (GM0240) were purchased from WANTAI DRD Co., Ltd (Beijing, China). Reparixin (HY-15251) was purchased from MedChemExpress (New Jersey, United States).

### Experimental animals

All animal experiment protocols were designed in accordance with the principles of the Basel Declaration and recommendations of the Care and Use of Laboratory Animals promulgated by the Ministry of Science and Technology of China and were implemented after approval by the Laboratory Animal Ethics Committee of Tianjin University of Traditional Chinese Medicine (License number: TCM-LAEC2020107). Wild-type male C57BL/6J mice aged 8-10 weeks were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. (Beijing, China, Certificate number: SCXK Jing 2017-0005). Mice were reared in cages where they could eat and drink freely under the condition of 22°C ± 2°C and relative humidity of 40% ± 5%, and maintained a 12-hrs light/dark cycle.

### Mouse model of MIRI and drug administration

The MIRI model was established as previously described (46). Briefly, the mice were anesthetized and intubated to link a ventilator. Thoracotomy was performed to expose the heart and the left anterior descending (LAD) coronary artery near the left atrial appendage (LAA) was ligated for 30 min with 7-0 monofilament suture. After 30 min of myocardial ischemia, the suture was untied to restore blood flow and reperfusion for 24 hrs. ST-segment elevation on an electrocardiogram monitor represented the success of MIRI model operation. The mice were randomly divided into six groups: sham, I/R (saline), GXNI 1 mL/kg, GXNI 3 mL/kg, GXNI 9 mL/kg, and positive control drug Metoprolol (10 mg/kg), in which the sham mice were subjected to thoracotomy, and the suture thread was passed through the ligation position but not ligated. All groups were injected with drugs or normal saline through tail vein within 10 min of myocardial ischemia.

### Echocardiographic measurement

Twenty-four hrs after reperfusion, the left ventricular function and coronary blood flow of the mouse heart were measured using an ultra-high resolution small animal ultrasound imaging system (Vevo 2100, VisualSonics, Toronto, ON, Canada). The fully anesthetized mice were fixed on a heated imaging platform, and the appropriate amount of chelating agent was coated on the limbs and chest of the mice for echocardiography and electrocardiogram detection. The left ventricular function was measured in M-mode, and the indexes were as follows: left ventricular (LV) ejection fraction (EF), LV fractional shortening (FS), LV septal thickness at diastole (LVSd), LV septal thickness at systole (LVSs), LV internal diameter at diastole (LVIDd), LV internal diameter at systole (LVIDs), LV posterior wall at diastole (LVPWd), LV posterior wall at systole (LVPWs), LV systole volume (LV Vols), LV diastole volume (LV Vold), heart rate and LV mass. Coronary blood flow was determined using Color Doppler mode, which was evaluated by aortic valve (AV) peak velocity, AV peak pressure and aorta velocity-time integral mean velocity (AoV VTI).

### Quantification of myocardial infarction size

At 24 hrs after myocardial ischemia-reperfusion, the mice were euthanized and their hearts were removed immediately, washed with normal saline, placed in a heart matrix device and cut into 4 continuous slices (2 mm thick), and then incubated in 2% TTC solution for 10 min in the dark at 37°C. The staining results were photographed and the area of myocardial infarction was measured by ImageJ software (National Institutes of Health, Bethesda, MD, United States). Myocardial infarction rate (%) is calculated as infarct size (white area)/total area of myocardial cross section × 100%.

### Measurement of biochemical parameters

After the mice were anesthetized by isoflurane, a U-shaped incision was made in the abdomen using ophthalmic scissors. After the abdominal aorta was exposed, blood was drawn utilizing a 1-mL syringe and centrifuged at 3000 rpm for 15 min to separate serum. The mice were then euthanized by cervical dislocation under anesthesia. The concentrations of LDH, AST, CK-MB and CK in mouse serum were measured by automatic biochemical analyzer (TBA-40F, Toshiba, Tokyo, Japan) and ELISA kit was used to determine the concentration of cTNT in the serum according to the manufacturer’s instructions.

### RNA sequencing

A library of total RNA extracted from the heart tissue was first constructed. To ensure the quality and reliability of data processing, reads containing adapter and ploy-N, and low-quality reads in the original Illumina sequencing data were deleted. Then the HISAT2 alignment software (The Johns Hopkins University, Baltimore, Maryland, United States) was utilized to compare the processed reads with the Mus musculus genome, and the featureCounts tool of subread software (The Walter and Eliza Hall Institute of Medical Research, Parkville, Australia) was used to quantify gene expression levels. Finally, differential expression analysis between groups was performed using DESeq2 software.

### Ingenuity^®^ pathway analysis

Core analysis of Ingenuity Pathway Analysis (IPA) software (QIAGEN, Denmark) was used to analyze the significant differential expressed genes (DEGs, fold change ≥ 1.5 and P-value ≤ 0.01) in RNA-seq. The significance of the analysis results was evaluated by the ratio of the number of molecules mapped to the data set in the pathway divided by the total number of genes in the pathway and the P-value calculated by Fisher’s exact test.

### Real-time reverse transcription polymerase chain reaction assay

Total RNA was extracted from heart tissue using TRIzol™ Reagent. The cDNA was obtained by reverse transcription using Transcriptor First Strand cDNA Synthesis Kit, added to the PCR strip tubes with Bestar™ qPCR MasterMix and primers, and amplified in a real-time PCR system (LightCycler^®^480, Roche, Germany) to detect its mRNA expression level. The genes to be detected in this experiment include C-X-C motif chemokine receptor 1 (*Cxcr1*), C-X-C motif chemokine receptor 2 (*Cxcr2*), TNF receptor associated factor 6 (*Traf6*), mitogen-activated protein kinase 10 (*Mapk10*), ras homolog family member V (*Rhov*), cytochrome c oxidase subunit II (*Cox2*), using glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*) as a standard. 

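The 12 sequences of Table 1 were matched to the transcripts of the GENCODE M21 annotation (genome build GRCm38). Each of the 6 pairs matched transcripts of 1 gene. The Cxcr1 pair gave a product of 111 bp, the Cxcr2 pair 152 bp, the Traf6 pair 125 bp, the Mapk10 pair 118 bp and the Rhov pair 129 bp, each on the gene of that name. The pair listed as Cox2, TGAGCAACTATTCCAAACCAGC and GCACGTAGTCTTCGATCACTATC, matched Ptgs2 with a product of 74 bp. Ptgs2 encodes prostaglandin-endoperoxide synthase, also called cyclooxygenase-2 or COX-2, and lies on the forward strand of chromosome 1 from 150100031 to 150108227. Neither primer matched mt-Co2, the gene of cytochrome c oxidase subunit II, which lies on the mitochondrial chromosome from 7013 to 7696. Cxcr1 lies on the reverse strand of chromosome 1 from 74191785 to 74194631 and Cxcr2 on the forward strand of the same chromosome from 74153989 to 74161246. Traf6 lies on chromosome 2 from 101678429 to 101701669, Rhov on chromosome 2 from 119269201 to 119271272, and Mapk10 on chromosome 5 from 102907948 to 103211334, where it overlaps the pseudogene Gm42522 on the same strand.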

Primers for the above genes (sequences listed in **Table 1**) were synthesized by Sangon Company (Shanghai, China).

**Table 1:** Primer sequences.

Primer name Primer sequence (5’–3’)	
* Cxcr1* sense TCTGGACTAATCCTGAGGGTG * Cxcr1* antisense GCCTGTTGGTTATTGGAACTCTC * Cxcr2* sense ATGCCCTCTATTCTGCCAGAT * Cxcr2* antisense GTGCTCCGGTTGTATAAGATGAC * Traf6* sense AAAGCGAGAGATTCTTTCCCTG * Traf6* antisense ACTGGGGACAATTCACTAGAGC * Mapk10* sense CCATGTCTGTGTTCTTTCTCACG * Mapk10* antisense TTGGTTCCAACTGTGAAGAGTC * Rhov* sense CGCTATCGGCCTACAGCAC * Rhov* antisense CGGGTAGCAGAGAGAACGAA * Cox2* sense TGAGCAACTATTCCAAACCAGC * Cox2* antisense GCACGTAGTCTTCGATCACTATC

### Western blotting

The heart tissue was lysed using a high-efficiency RIPA tissue/cell lysate, and protein concentration in the supernatant was determined by BCA kit. The protein samples were separated with SDS-polyacrylamide gel electrophoresis and transferred to PVDF membrane. The membrane was blocked, incubated with the primary antibody overnight at 4°C, washed with TBS-T and incubated with the corresponding secondary antibody at room temperature for 2 hrs. Finally, the target protein was captured in the gel imaging system after the ECL Western Blotting substrate development. The protein expression levels of CXCR1, NF-κB, COX-2, ICAM-1 and VCAM-1 were analyzed by ImageJ and standardized to GAPDH.

### Hematoxylin and eosin staining

H&E staining was performed as previously described (46). Briefly, heart tissue was fixed in 4% paraformaldehyde, dehydrated by automatic dehydrator (Excelsior, Thermo Fisher Scientific, Ltd., Waltham, United States) and embedded in paraffin. Next, the embedded tissue was cut into 5-μm thick slices using a manual slicer (HM355S, Thermo Fisher Scientific, Ltd.). Finally, the sections were placed in an automatic slice stainer (Gemini, Thermo Fisher Scientific, Ltd., United States) for H&E staining. After staining, the slices were mounted and photographed *via* an automated quantitative pathology imaging system (Vectra 3, PerkinElmer Inc., Boston, United States) to display the pathological and structural changes and the infiltration of neutrophils in heart tissue.

### Immunohistochemistry

After paraffin removal, heart tissue sections were rinsed 3 times in PBS-T solution and incubated with 3% peroxide-methanol for 10 min to block the endogenous peroxidase. The sections were then blocked with 10% bovine serum albumin solution at 37°C for 1 hr, incubated with primary antibody (anti-CXCR1, 1:100 diluted in blocking solution) for 2 hrs, washed 3 times with PBS-T solution for 5 min, and incubated with the corresponding secondary antibody at 37° C for 1 hr. The immunoreactivity of CXCR1 protein was visualized by 3,3’-diaminobenzidine tetrahydrochloride hydrate, and stained with hematoxylin and fixed. Finally, the expression of CXCR1 was quantified by an automated quantitative pathology imaging system (Vectra 3, PerkinElmer Inc.).

### Immunohistofluorescence

Immunohistofluorescence staining was performed as previously described (47). Briefly, the deparaffinized sections were placed in citrate buffer for antigen retrieval. After washing, the slices were incubated in 3% hydrogen peroxide solution at room temperature for 20 min. After antigen blocking was completed, the diluted primary antibody (myeloperoxidase polyclonal antibody, 1:100) was added to the sections and incubated overnight at 4°C. The next day, the fluorescent secondary antibody Alexa Fluor 488 (1:200, A11012, Thermo Fisher Scientific) and DAPI nucleic acid staining solution (1:150, D1306, Thermo Fisher Scientific) were incubated in dark after tissue sections were washed with PBS-T. After sealing the slide with sealant, neutrophils in myocardial tissue were imaged and quantified by Vectra 3 pathology imaging system.

### Molecular docking

Chemical structures of the GXNI ingredients were downloaded from ChemSpider website (http://www.chemspider.com/), while the X-ray 3D crystal structure of CXCR1 protein was obtained from RCSB PDB databank (https://www.rcsb.org/). Both were introduced into Discovery Studio 2019 Client for analysis and display of the interaction relationship. In the “Receptor-Ligand Interactions” module of the software, a CHARMm-based molecular dynamics scheme (CDOCKER) was used to run the interaction between the GXNI ingredients and CXCR1, which were shown as 2D and 3D interaction diagrams.

### Cell culture

Mouse HL-1 cardiomyocytes or human AC-16 cardiomyocytes were cultured in 10-cm petri dish in Dulbecco’s modified eagle medium (DMEM) containing 1% penicillin-streptomycin (PS) and 10% fetal bovine serum (FBS) and incubated at 37°C and 95% air/5% CO_2_.

### Establishment of OGD/R model and drug administration

Cellular OGD/R injury model was established as previously described (47). In short, Mouse cardiomyocyte cell line HL-1 cells were cultured in glucose-free medium and placed in a hypoxic chamber containing 95% N_2_ and 5% CO_2_ for 150 min. Then, it was replaced with normal complete medium and cultured in normal oxygen atmosphere containing 5% CO_2_ at 37°C for 24 hrs. In order to study whether DSS can improve the OGD/R damage, the HL-1 cells were divided into 6 groups: Control (normal growth condition), OGD/R (HL-1 cells were treated with OGD/R), DSS doses (HL-1 cells were cultured in complete medium containing 0.3 μM, 1 μM and 3 μM DSS for 24 hrs after OGD), and GXNI (HL-1 cells were cultured in complete medium containing 1 μL/mL GXNI for 24 hrs after OGD). In addition, HL-1 cells were divided into 6 groups to study whether DSS can protect cardiomyocytes by inhibiting CXCR1-NF-κB-COX-2 pathway, including Control group, OGD/R, DSS (3 μM), GXNI (1 μL/mL), Reparixin (100 nM) and DSS + Reparixin (3 μM +100 nM).

### Immunocytofluorescence

HL-1 cells on the 96-well plate were fixed with 4% paraformaldehyde solution and blocked with 5% FBS for 2 hrs, incubated with primary antibody (CXCR1, 1:200; NF-κB, 1:200; VCAM-1, 1:200; ICAM-1, 1:200 and COX-2, 1:800) overnight at 4°C, washed with PBS-T, and incubated with the corresponding fluorescent secondary antibody and Hoechst 33342 for 2 hrs at room temperature. Finally, after washing the cells with PBS-T in the dark, Operetta high-content screening system (PerkinElmer Inc., USA) was used to detect the cell number and fluorescence intensity of HL-1.

### Cell viability assay

HL-1 was inoculated in a 96-well plate at a density of 10^4^ cells/well and cultured in complete medium containing different concentrations of DSS (0.3 µM, 1 µM, 3 µM, 10 µM, 30 µM, 100 µM, and 300 µM) for 24 hrs. Ten µL of CCK-8 solution was then added to each well, incubated at 37°C for 4 hrs, and cell viability was determined by the absorbance at 450 nm with a microplate reader.

### Cellular thermal shift assay

Cellular thermal shift assay was performed as described previously (48, 49). Briefly, mouse HL-1 cardiomyocytes cultured in a 10-cm petri dish were collected and lysed by repeatedly frozen and thawed in liquid nitrogen, and the protein in supernatant was collected by centrifugation. The hCXCR1 protein was obtained from human AC-16 cardiomyocytes by the same procedure. The supernatant was divided, and treated with physiological saline or drugs (5 μL/mL GXNI or 20 μM Danshensu) for 30 min at room temperature. After the reaction, each sample was aliquoted into ten portions and heated in a thermo cycler for 3 min at the following temperature: 37°C, 41°C, 45°C, 49°C, 53°C, 57°C, 61°C, 65°C, 69°C, and 73°C. Next, the samples were centrifuged at 20,000 g for 20 min, and the same amount of supernatant was collected into a 1.5 ml EP tube. After adding an appropriate amount of loading buffer, the samples were heated at 95°C for 10 min and WB experiments were performed. Finally, the CETSA curves were obtained by ImageJ analysis.

### Isothermal dose-response

Isothermal dose-response assay was performed as described previously (48). Briefly, different concentrations of Danshensu (0, 1, 2, 5, 10, and 20μM) were added into divided HL-1 cell lysates and incubated at room temperature for 30 min. Then, the samples were heated at 61°C for 3 min in a thermo cycler and centrifuged at 20000 g for 20 min to remove the precipitation. After adding the loading buffer, the samples were heated at 95°C for 10 min and WB experiments were performed. Finally, the ITDRF_CETSA_ curve was acquired by ImageJ software.

### Receptor activation assay

HL-1 or AC-16 cells were inoculated in 96-well plates at a density of 10^4^ cells/well. To investigate whether DSS inhibits the activation of CXCR1 and CXCR2 by recombinant protein IL-8, cells were divided into 5 groups: Control, IL-8 (HL-1 or AC-16 cells cultured in complete medium containing 100 nM IL-8), IL-8+DSS (HL-1 or AC-16 cells cultured in complete medium containing 100 nM IL-8 and 1 μM DSS), IL-8+GXNI (HL-1 or AC-16 cells cultured in complete medium containing 100 nM IL-8 and 1 μL/mL GXNI), IL-8+Reparixin (HL-1 or AC-16 cells cultured in complete medium containing 100 nM IL-8 and 100 nM Reparixin). After 24 hrs of culture, cells were fixed with 4% paraformaldehyde solution and blocked with 5% FBS for 2 hrs, incubated with primary antibody (CXCR1, 1:200; CXCR2, 1:200) overnight at 4°C, washed with PBS-T, and incubated with the corresponding fluorescent secondary antibody and Hoechst 33342 for 2 hrs at room temperature. Finally, after washing the cells with PBS-T in the dark, the fluorescence intensity of CXCR1 and CXCR2 was evaluated using the Operetta high-content analysis system.

### Statistical analysis

Data were expressed as mean ± SEM. GraphPad Prism 7 software (GraphPad Software, Inc., La Jolla, CA, United States) was used for statistical analysis. The student’s two-tailed t-test was utilized for comparison between two groups, while multiple groups comparison was performed with one-way analysis of variance (ANOVA). A value of P < 0.05 was defined as statistically significant.

## Results

### GXNI ameliorated the cardiac function in MIRI mice

After 24 hrs of reperfusion, cardiac function was evaluated by echocardiography **Figure 1A**. Compared with the sham operation, MIRI significantly decreased LVEF% (**Figure 1B**), LVEF% (**Figure 1C**), LVSs (**Figure 1E**), LVPWd (**Figure 1H**) and LVPWs (**Figure 1I**), while increased LVIDd (**Figure 1F**), LVIDs (**Figure 1G**), LV Vold (**Figure 1J**) and LV Vols (**Figure 1K**), without significantly changing LVSd (**Figure 1D**), heart rate (**Figure 1L**) and LV mass (**Figure 1M**). This indicated that severe cardiac dysfunction occurred in mice after 30 min of myocardial ischemia and 24 hrs of reperfusion. On the other hand, different doses of GXNI (1 mL/kg, 3 mL/kg and 9 mL/kg) and the positive control drug metoprolol all markedly improved LVEF% (**Figure 1B**), LVFS% (**Figure 1C**), LVIDs (**Figure 1G**), LV Vold (**Figure 1J**) and LV Vols (**Figure 1K**) in MIRI mice. GXNI at doses of 9 mL/kg also ameliorated LVSs (**Figure 1E**), LVIDd (**Figure 1F**), LVPWd (**Figure 1H**) and LVPWs (**Figure 1I**) in MIRI mice. The cardiac function parameters LVIDd (**Figure 1F**) and LVPWs (**Figure 1I**) in the 3 mL/kg GXNI- and metoprolol-treated mice were also significantly improved compared with the MIRI group. Furthermore, compared with the MIRI group, neither GXNI nor metoprolol significantly affected LVSd (**Figure 1D**), heart rate (**Figure 1L**), and LV Mass (**Figure 1M**). Color Doppler of coronary blood flow results showed that the AV peak velocity, AV peak pressure and AoV VTI of the MIRI mice were remarkably lower than those in the sham group (**Figures 1N–Q**). However, the decrease of AV peak velocity, AV peak pressure and AOV VTI induced by MIRI were effectively improved by GXNI (1 mL/kg, 3 mL/kg and 9 mL/kg) and metoprolol (**Figures 1N–Q**). In conclusion, these results suggested that GXNI significantly alleviated cardiac dysfunction caused by myocardial ischemia/reperfusion injury.

**Figure 1:**
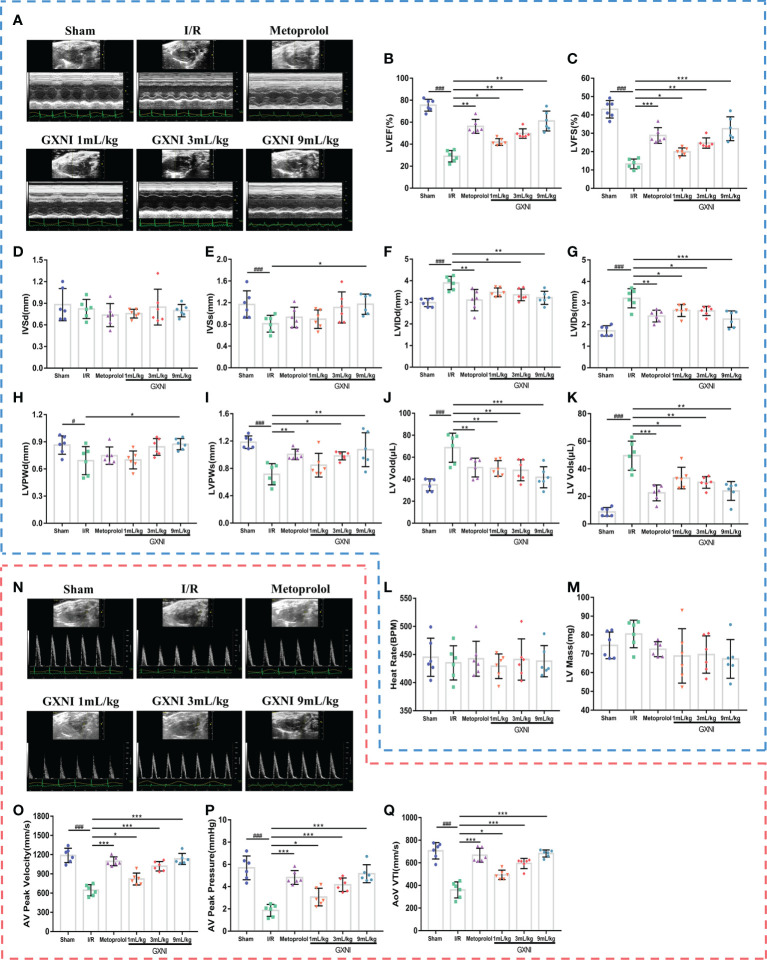
The effect of GXNI on echocardiographic characteristics of cardiac function and coronary blood flow in I/R mice. After 30 min of ischemia and 24 hrs of reperfusion, the cardiac function and coronary blood flow of mice in each group were evaluated. **(A)** Representative echocardiographic images of sham group, I/R group, metoprolol group and different GXNI dose (1 mL/kg, 3 mL/kg, 9 mL/kg) groups. Quantification of echocardiographic changes in cardiac function in different groups detected in M mode: **(B)** LVEF %, **(C)** LVFS %, **(D)** LVSd, **(E)** LVSs, **(F)** LVIDd, **(G)** LVIDs, **(H)** LVPWd, **(I)** LVPWs, **(J)** LV Vold, **(K)** LV Vols, **(L)** heart rate and **(M)** LV mass. **(N)** Representative echocardiography images of coronary blood flow images of each group. **(O)** AV peak velocity, **(P)** AV peak pressure and **(Q)** AoV VTI were determined in color Doppler mode. Values were expressed as mean ± SEM (n = 6). ^###^ *P* < 0.001, ^#^ *P* < 0.05 vs. sham group, ^*^ *P* < 0.05, ^**^ *P* < 0.01, ^***^ *P* < 0.001 vs. I/R group (LV, left ventricular; EF, ejection fraction; FS, fractional shortening; LVSd, LV end diastolic septal thickness; LVSs, LV septal thickness at end systole; LVIDd, LV internal dimensions at diastole; LVIDs, LV internal diameter systole; LVPWd, LV posterior wall diastole; LVPWs, LV posterior wall systole; LV Vold, LV diastole volume; LV Vols, LV systole volume; AV, aortic valve; AoV VTI, aorta velocity–time integral mean velocity).

### GXNI attenuated myocardial injury in I/R mice

To evaluate the protective effect of GXNI on MIRI mice, TTC staining, H&E staining and myocardial zymogram detection were performed. After 30 min of ischemia and reperfusion for 24 hrs, the infarct volume of mice in the MIRI group was significantly increased compared with that of the sham group, while the intervention of GXNI and metoprolol obviously reduced the infarct volume (**Figures 2A, B** **)**. H&E staining results also revealed that MIRI injury resulted in an obvious cell structural disarray and necrosis and leukocyte infiltration in myocardial tissue, which were indicated by yellow arrows in **Figure 2C**. In contrast, GXNI treatment also improved the histopathological characteristics of damaged tissues (**Figure 2C**). GXNI and metoprolol markedly reduced the elevation in LDH (**Figure 2E**), AST (**Figure 2F**), CK (**Figure 2H**) and cTNT (**Figure 2D**) levels caused by MIRI injury in mouse serum. Furthermore, 9 mL/kg GXNI also ameliorated the level of CK-MB in the serum of I/R mice (**Figure 2G**). In addition, the GXNI effects in all the parameters exhibited a dose-dependency with 9 mL/kg being more effective than 1 mL/kg or 3 mL/kg (**Figure 2**). Taken together, these results indicated that GXNI significantly alleviated MIRI-mediated myocardial damage.

**Figure 2:**
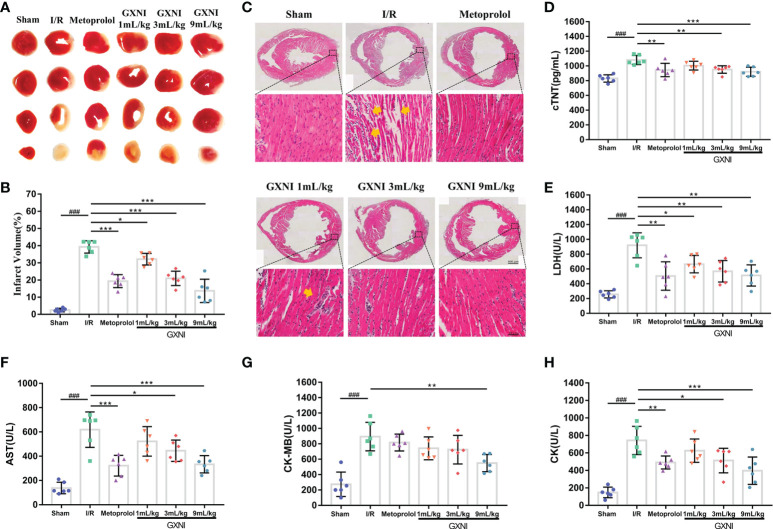
GXNI reduced the volume of myocardial infarction in I/R mice. After 30 min of myocardial ischemia and 24 hrs of reperfusion, the myocardial tissue of mice in each group, including sham, I/R, metoprolol, GXNI 1 mL/kg, GXNI 3 mL/kg and GXNI 9 mL/kg, were stained with TTC. **(A)** Representative images of TTC staining for each group. Normal myocardial tissue was in red, while the infarcted area was in white. **(B)** Quantification of infarct volume in each group. **(C)** Representative pictures of H&E staining results of myocardial tissue, in which myocardial injury was indicated by yellow arrow. The upper part was the panoramic scanning image of the cross-section of the cardiac tissue in each group (Scale bar = 600 μm), and the lower part was the corresponding local image (Scale bar = 40 μm). **(D–H)** The levels of LDH, AST, CK, CK-MB and cTNT in serum of mice in different groups were measured by automatic biochemical analyzer and ELISA kit. Values were expressed as mean ± SEM (n = 6). ^###^ *P* < 0.001 vs. sham group, ^*^ *P* < 0.05, ^**^ *P* < 0.01, ^***^ *P* < 0.001 vs. I/R group.

### Transcriptome sequencing of heart tissue of MIRI mice treated with GXNI identified potential candidate genes

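Heart RNA of 3 sham mice, 3 MIRI mice and 3 mice given GXNI at 9 mL/kg was sequenced, MIRI being 30 min of ischemia and 24 h of reperfusion. The authors removed adapter, poly-N and low-quality reads, aligned the rest with HISAT2 and counted reads per gene with featureCounts. The deposited values are these counts for 54532 genes, without normalization. The total count was 18786728, 21175080 and 19187127 in sham mice 1 to 3, 20333000, 17891678 and 22811295 in MIRI mice 1 to 3, and 19548166, 19567260 and 17119454 in GXNI mice 1 to 3. At these depths 3 counts correspond to between 0.132 and 0.175 CPM, counts scaled to the library total. Groups were compared with the quasi-likelihood test of edgeR after TMM normalization and a filter on low counts, on the 6 libraries of each comparison. Genes were called at the fold change of 1.5 and unadjusted P-value of 0.01 used in the paper. For a gene under the filter, the fold change came from a fit without it and no call was made. The counts were grouped by the labels of the deposited libraries. The log2 fold changes of Supplementary Tables S1 and S2 were then set beside those of every one of the 1680 choices of 3 libraries against 3 others. Table S2 was matched with a median absolute difference of 0.00485 by the libraries labelled MIRI 2, GXNI 1 and GXNI 2 against those labelled MIRI 1, MIRI 3 and GXNI 3. The next choice differed by 0.0798 and the deposited labels by 0.751. Table S1 was matched with a difference of 0.00494 by MIRI 1, MIRI 3 and GXNI 3 against the 3 sham libraries, while the deposited labels differed by 0.407. These choices differ from the deposited labels by an exchange of the libraries labelled MIRI 2 and GXNI 3. Values under the deposited labels are given first, and those under the grouping of the tables, called the published grouping, are given beside them. The published grouping was added after the values were seen.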

RNA-seq analysis was performed on the heart tissues of mice in the sham, MIRI and GXNI (9 mL/kg)-treated mice to determine the differentially expressed genes (DEGs) after I/R injury as well as the genes regulated by GXNI. 

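Under the deposited labels, 900 genes were higher and 413 lower in MIRI than in sham mice among 14644 genes tested. GXNI against MIRI mice gave 0 genes higher and 3 lower among 14762 tested, with 47 genes at an unadjusted p under 0.05. After Benjamini-Hochberg adjustment in edgeR's quasi-likelihood test, 2 genes passed 0.05 in MIRI against sham and 0 in GXNI against MIRI. In MIRI against sham 2025 passed with DESeq2, 1124 without the filter and 6554 without the library labelled MIRI 2, and in GXNI against MIRI 0 passed in any fit under the deposited labels. With the published grouping 7924 and 3621 passed with edgeR and 7670 and 4205 with DESeq2. With DESeq2, the tool of the paper, the calls were 1491 higher and 760 lower in MIRI against sham, and 4 higher and 7 lower in GXNI against MIRI. Same-numbered GXNI and MIRI mice deviated together with a mean correlation of 0.139 across genes, and with the replicate number as a block 2 genes were higher and 1 lower. Without the library labelled MIRI 2, MIRI against sham gave 2571 genes higher and 2021 lower. Under the published grouping, edgeR called 2848 genes higher and 2462 lower in MIRI against sham, and 1264 higher and 1575 lower in GXNI against MIRI. DESeq2 under the published grouping called 3013 and 2564, and 1496 and 1907. Under the deposited labels, Cxcl3 had the largest rise in MIRI among called genes whose groups did not overlap, with a log2 fold change of 9.36 (standard error 1.97), followed by Sh2d5 at 6.65 and Thbs1 at 6.58. The largest falls were those of BC023105 at -6.55, F830016B08Rik at -4.07 and Gm31600 at -3.97. Of these genes, only F830016B08Rik was over 0.01 with the replicate number as a block (unadjusted p = 0.0276, edgeR's quasi-likelihood test). In sham mice 1 to 3, BC023105 was counted 700, 3100 and 6360 times and F830016B08Rik 1482, 6336 and 13810 times. Sham mice thus differed widely in both genes, and the size of their falls is uncertain. The 3 genes lower in GXNI than in MIRI mice were Gm2260 at -3.74, Scd4 at -1.27 and Amot at -0.65. With the replicate number as a block, Scd4 (unadjusted p = 0.0108) and Amot (unadjusted p = 0.0244) were over 0.01 in edgeR's quasi-likelihood test. The published grouping gave 1.41, -0.41 and -0.39 for the 3 genes, and none of them was called.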

The results showed that at a fold change ≥ 1.5 and P-value ≤ 0.01, I/R injury resulted in up-regulation of 3013 DEGs and down-regulation of 2564 DEGs in heart, while GXNI regulated 3399 DEGs in heart tissue of I/R mice, including 1497 up-regulated genes and 1902 down-regulated genes (**Figure 3A**, details listed in **Supplementary Tables S1**, **S2**). 

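Under the deposited labels, 2 genes were called both in MIRI against sham and in GXNI against MIRI mice, and 100% of them changed in opposite directions. DESeq2 gave 3 such genes. Under the published grouping, 2597 genes were called in both comparisons with edgeR and 3063 with DESeq2, and 100% of them changed in opposite directions in either case. Both comparisons share their MIRI libraries, which favours opposite directions among such genes. With disjoint MIRI libraries the correlation across genes went from -0.546 to 0.635 under the deposited labels, and was at most -0.783 under the published grouping.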

Among the 5577 DEGs altered by I/R injury, 3060 genes were regulated by GXNI, which indicates that GXNI may exert myocardial protection in MIRI mice by regulating these genes (**Figure 3C**, details listed in **Supplementary Table S3**). 

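Of the genes drawn in Figure 3D, some had low counts. Myl7 was counted 0, 30 and 0 times in the libraries labelled MIRI 1 to 3 and 15, 2 and 0 times in those labelled GXNI 1 to 3. Chst4 was counted 0, 3 and 0 times in MIRI and 36, 6 and 0 times in GXNI. Stfa1 was counted 29, 0 and 11 times in MIRI and 0, 0 and 5 times in GXNI, and Fgf23 29, 0 and 140 times in MIRI and 2, 2 and 106 times in GXNI. Hspa1a and Hspa1b, 2 neighbouring paralogs whose reads the counting could have split, had higher counts. Hspa1a was counted 1797, 51 and 4194 times in MIRI and 50, 113 and 5758 times in GXNI, a log2 fold change of 0.37 (standard error 1.87, adjusted p = 1 from edgeR's quasi-likelihood test). With DESeq2 it was -5.76 under the published grouping (adjusted p = 4.273e-16, Wald test), and with edgeR -5.74 (adjusted p = 0.01434, quasi-likelihood test). Under the deposited labels the log2 fold change was -0.97 for Myl7 (standard error 1.50) and -0.22 for Fgf23 (standard error 1.77). It was 3.63 for Chst4 (standard error 1.46) and -2.68 for Stfa1 (standard error 1.35). Of Myl7, Fgf23, Chst4 and Stfa1, only Myl7 had the opposite sign under the published grouping. Hspa1a and Hspa1b, with higher counts, also changed sign. With the groups at or under 3 counts set to 3 counts, Myl7 was at least 5.605-fold and Chst4 at least 5.10-fold higher, and Fgf23 at least 29.0-fold and Stfa1 at least 4.64-fold lower, in GXNI under the published grouping. Chst4 was at least 4.81-fold higher in GXNI under the deposited labels. Under either grouping the bound for Chst4 rests mainly on the 36 counts of the library labelled GXNI 1.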

For this reason, our subsequent pathway analysis focused on these 3060 differentially expressed genes, and the top 10 up-regulated and the top 10 down-regulated DEGs were displayed in **Figure 3D**. In addition, to study the gene expression of each sample, the overall gene expression profiles of the hierarchical cluster of significantly differential genes between each group were shown in **Figure 3B**.

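The similarity of the libraries was taken from 15207 genes. The first principal component held 64.7% of the variance. On it the sham libraries lay at -58.0, -59.8 and -52.2, those labelled MIRI 1 to 3 at 61.5, -44.5 and 83.3, and those labelled GXNI 1 to 3 at -43.5, 18.8 and 94.4. By Spearman correlation across genes, each sham library was most similar to another sham library. For the other 6 libraries the most similar one carried another label. The library labelled MIRI 2 was most similar to GXNI 1 (rho 0.982), and the library labelled GXNI 3 to MIRI 3 (rho 0.987).

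**Figure D1:**
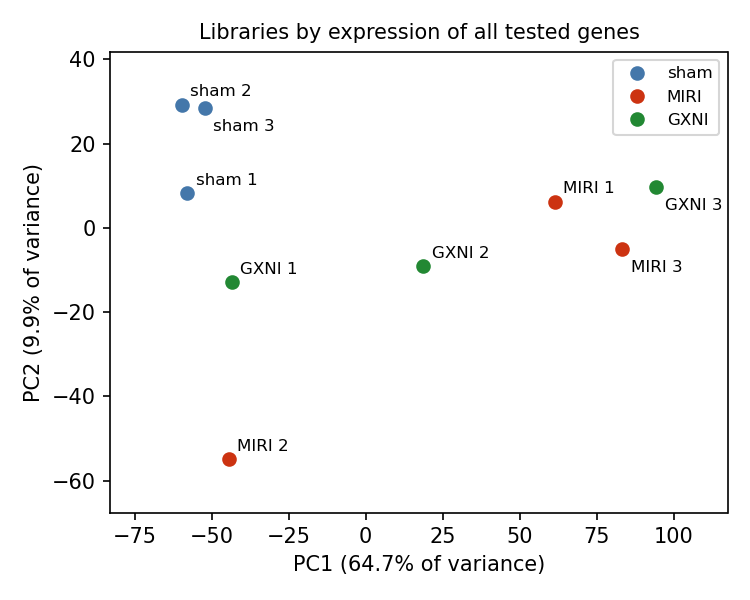
Principal components of the 9 libraries, from log2 CPM of the 15207 genes, with PC1 (64.7% of variance) on the horizontal and PC2 (9.9%) on the vertical axis. Each point is 1 mouse, coloured by its deposited label, and MIRI 2 lies on the side of the sham libraries while GXNI 3 lies beside MIRI 1 and MIRI 3.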

**Figure 3:**
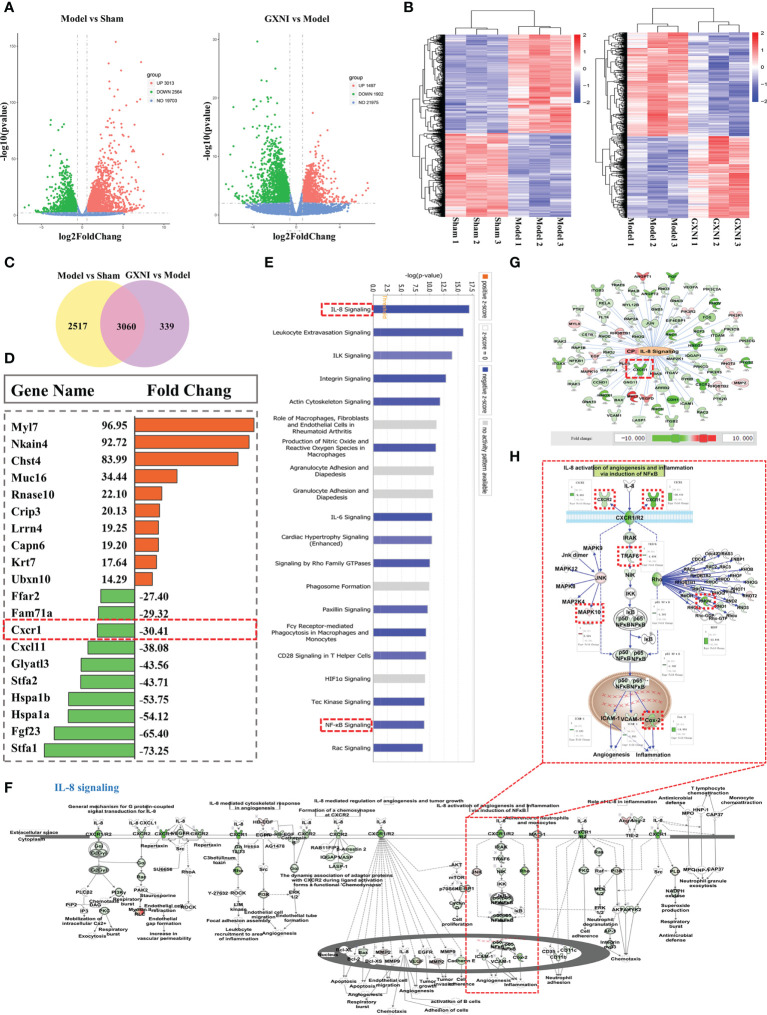
Transcriptome sequencing results and IPA analysis. **(A)** The differential gene distribution (fold change ≥ 1.5 and p value ≤ 0.01) among the sham group, I/R (Model) group and GXNI 9 mL/kg group was displayed through a volcano graph. The abscissa and ordinate represented the fold change and the significance level of the difference in expression of the gene, respectively. Red dots were the up-regulated genes, and green dots were the down-regulated genes. **(B)** Hierarchical cluster analysis among samples of sham group, I/R group and GXNI (9 mL/kg) group. Each group included three independent animals (n = 3). **(C)** Venn diagram of MIRI group vs. Sham group and GXNI group vs. MIRI group. **(D)** List of the top 10 genes with up-regulated fold change and the top 10 genes with down-regulated fold change among the 3060 DEGs shared by I/R model vs. sham and GXNI vs. I/R model. **(E)** Core analysis revealed the top 20 pathways of 3060 DEGs which were arranged in descending order according to -log (p-value), with IL-8 signal pathway being number one. **(F)** The schematic diagram of the interaction of genes in the IL-8 signaling pathway. **(G)** Gene targets that are regulated by GXNI in IL-8 signaling pathway. **(H)** A schematic diagram of gene interactions in CXCR1-NF-κB-COX-2/ICAM-1/VCAM-1 pathway. In **A–H**, GXNI-regulated genes in the transcriptome data are color labeled, with green representing down-regulation and brown representing up-regulation.

### Pathway analysis of differentially expressed genes (DEGs) regulated by GXNI in MIRI mouse heart

Since the 3,060 overlapping DEGs in I/R model vs. sham and GXNI vs. I/R model might be targets of GXNI to improve I/R damage, they were subjected to Core analysis in IPA. 

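Of the genes drawn in Figure 3G, 62 symbols were legible and all were found in the counts. Under the deposited labels, 0 of them were called lower and 0 higher in GXNI than in MIRI mice. With the published grouping 45 were lower and 7 higher with edgeR, and 49 lower and 11 higher with DESeq2. The list is made of the calls of the paper on these data. The enrichment itself was not recomputed, since the gene sets of IPA were not used here.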

Top 20 canonical pathways affected by GXNI treatment after MIRI were arranged in descending order according to the -log(p-value) score in **Figure 3E**, of which the interleukin-8 (IL-8) signaling pathway ranked the first (**Figure 3E**). It is worth noting that CXCR1 not only plays a key role in the IL-8 signaling pathway (**Figures 3F, G** **)**, but also ranks among the top 10 in the down-regulated DEGs (**Figure 3D**), which indicates that CXCR1 may be an important target for GXNI to exert myocardial protection. In addition, the NF-κB signaling pathway, downstream of CXCR1 in the IL-8 signaling pathway (**Figure 3H**), was also ranked in the top 20 canonical pathways affected by GXNI treatment after MIRI (**Figure 3E**). 

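Cxcr1 was counted 0, 1 and 1 times in sham mice, 8, 0 and 19 times in the libraries labelled MIRI 1 to 3, and 0, 1 and 9 times in those labelled GXNI 1 to 3. It was under the filter on low counts in both comparisons. In the fit without the filter its log2 fold change was -1.12 (standard error 1.22) in GXNI against MIRI. All sham libraries were under 3 counts, and with these set to 3 counts Cxcr1 was at least 2.68-fold higher in MIRI. This bound rests mainly on the 19 counts of the library labelled MIRI 3. Under the published grouping the GXNI group held counts of 0, 0 and 1 and the MIRI group 8, 19 and 9. Cxcr1 was thus at least 3.69-fold lower in GXNI. DESeq2 tested Cxcr1 and gave a log2 fold change of -4.93 under this grouping (adjusted p = 0.005347, Wald test). Under the deposited labels DESeq2 gave -1.08 (unadjusted p = 0.5258, Wald test). Both values rest on the same low counts. From the rank of Cxcr1 among the down-regulated genes and its place in the IL-8 signaling pathway, the paper proposes that CXCR1 may be a target through which GXNI protects the myocardium. The paper also rests this on RT-PCR, Western blot and immunohistochemistry of hearts, on docking, and on thermal shift and cell experiments. None of these was analysed here.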

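Nfkb1 lies on chromosome 3 of GRCm38 from 135584655 to 135691547 and overlaps the annotated gene Gm43430 on its strand. Its normalized CPM were 49.2 ± 2.24 (SD, n = 3) in sham, 64.7 ± 16.5 (SD, n = 3) in MIRI and 64.7 ± 23.3 (SD, n = 3) in GXNI mice. Rela, on chromosome 19 from 5637483 to 5648130, had 34.5 ± 0.923 (SD, n = 3), 58.3 ± 17.7 (SD, n = 3) and 58.2 ± 24.0 (SD, n = 3). In GXNI against MIRI mice the log2 fold change was 0.01 for Nfkb1 (standard error 0.31) and 0.01 for Rela (standard error 0.34), both with an adjusted p = 1 from edgeR's quasi-likelihood test. These differences were smaller than the spread between mice. The log2 fold changes were -0.68 for Nfkb1 (adjusted p = 0.01849) and -0.76 for Rela (adjusted p = 0.01944) under the published grouping in the same test of edgeR, and the adjusted p was 0.0005769 and 0.0008319 in the Wald test of DESeq2.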

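Ptgs2, which encodes COX-2, had 0.528 ± 0.294 (SD, n = 3) normalized CPM in sham, 19.75 ± 15.9 (SD, n = 3) in MIRI and 18.7 ± 27.9 (SD, n = 3) in GXNI mice. Its counts were 526, 34 and 757 in the libraries labelled MIRI 1 to 3 and 18, 87 and 876 in those labelled GXNI 1 to 3. Icam1, on chromosome 9 of GRCm38 from 21015985 to 21028817, had 14.0 ± 2.38 (SD, n = 3), 29.9 ± 20.0 (SD, n = 3) and 33.7 ± 20.05 (SD, n = 3). Vcam1, on chromosome 3 from 116109949 to 116129688, had 18.3 ± 2.58 (SD, n = 3), 25.5 ± 12.6 (SD, n = 3) and 26.1 ± 12.0 (SD, n = 3). Icam1 is overlapped by the antisense gene Gm47079 and Vcam1 by Gm43109. In GXNI against MIRI mice the log2 fold change was -0.07 for Ptgs2 (standard error 1.43), 0.18 for Icam1 (standard error 0.63) and 0.04 for Vcam1 (standard error 0.46), each with an adjusted p = 1 from edgeR's quasi-likelihood test and each smaller than the spread between mice. Under the published grouping the log2 fold changes were -3.88 (adjusted p = 0.01434), -1.32 (adjusted p = 0.03238) and -0.87 (adjusted p = 0.05423) in the same test of edgeR, and -3.91 (adjusted p = 1.038e-15), -1.34 (adjusted p = 0.0008885) and -0.89 (adjusted p = 0.01235) in the Wald test of DESeq2.

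**Figure D2:**
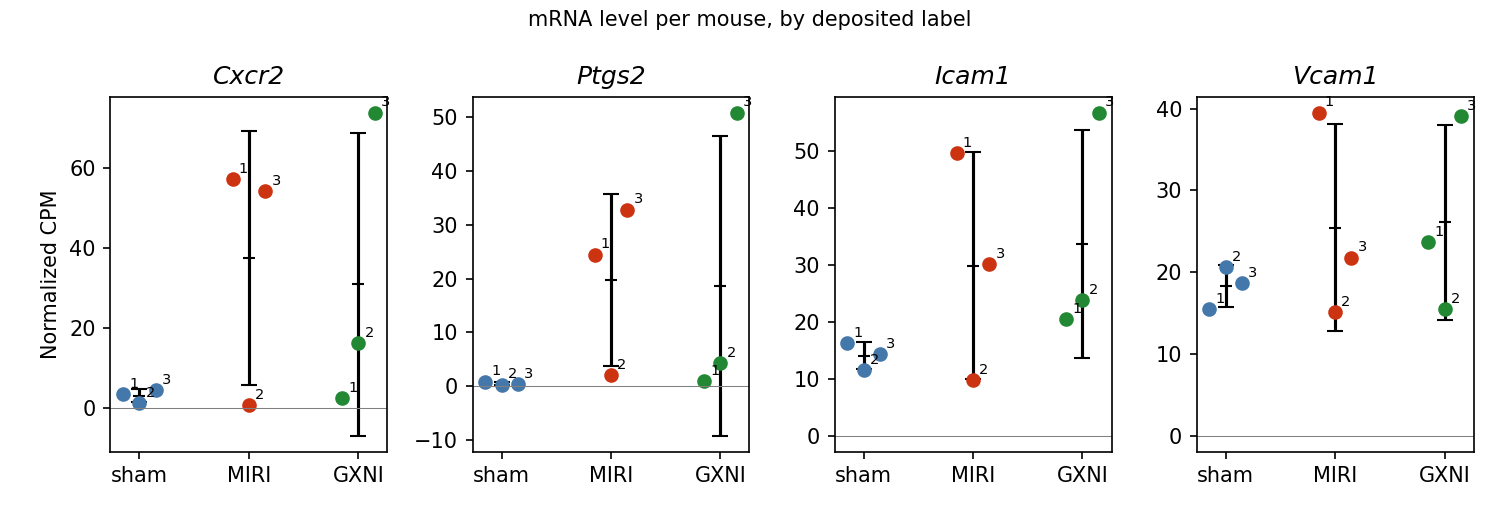
Normalized CPM of Cxcr2, Ptgs2, Icam1 and Vcam1 (vertical axes) in each mouse by deposited label (horizontal axes), with points numbered by replicate and bars showing the mean and SD of 3 mice. MIRI 2 has the lowest value of the MIRI mice and GXNI 3 the highest value of the GXNI mice in all 4 panels.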

As shown in **Figure 3H**, downstream molecules of NF-κB pathway such as COX-2, ICAM-1 and VCAM-1 were also down regulated by GXNI by 14.9, 2.5 and 1.8 folds, respectively.

### Effect of GXNI on CXCR1-NF-κB-COX-2/ICAM-1/VCAM-1 pathway in MIRI mouse heart

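In the transcriptome, Traf6 had 17.0 ± 1.38 (SD, n = 3) normalized CPM in sham, 26.8 ± 7.65 (SD, n = 3) in MIRI and 23.1 ± 10.3 (SD, n = 3) in GXNI mice, and a log2 fold change of -0.21 (standard error 0.36) in GXNI against MIRI. Mapk10 had 21.8 ± 2.80 (SD, n = 3), 12.1 ± 8.24 (SD, n = 3) and 13.1 ± 5.74 (SD, n = 3), with a log2 fold change of 0.11 (standard error 0.56). Rhov was counted 1, 0 and 1 times in sham, 19, 0 and 72 times in MIRI and 1, 4 and 37 times in GXNI mice, with a log2 fold change of -0.76 (standard error 1.51). The adjusted p = 1 for the 3 genes in edgeR's quasi-likelihood test. The published grouping gave a log2 fold change in GXNI against MIRI of -0.86 for Traf6 (adjusted p = 0.01434), 1.35 for Mapk10 (adjusted p = 0.01434) and -4.45 for Rhov (adjusted p = 0.01595) in the same test of edgeR, and the adjusted p was 4.445e-05, 1.273e-06 and 1.172e-05 in the Wald test of DESeq2. The RT-PCR values were not analysed here.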

Six genes regulated by GXNI in CXCR1-NF-κB-COX-2**/**ICAM-1/VCAM-1 pathway, including *Cxcr1*, *Cxcr2*, *Traf6*, *Mapk10*, *Rhov* and *Cox2*, were verified using RT-PCR, and the results were consistent with those of transcriptome data (**Figure 4A**). In addition, the Western Blot results indicated that 9 mL/kg of GXNI reduced the expression of the key proteins in the pathway, such as CXCR1, NF-κB, COX-2, ICAM-1 and VCAM-1 in the heart tissues of MIRI mice (**Figures 4B, C** **)**. Further immunohistochemistry staining determined that consistent with the results of RT-PCR and WB, GXNI reversed the increase in the expression level of CXCR1 caused by MIRI. In addition, it also revealed that the expression location of CXCR1 was mainly on cardiomyocytes (**Figures 4D, E** **)**. In conclusion, the combination of transcriptome analysis and subsequent RT-PCR, WB and IHC verification revealed that GXNI has a significant therapeutic effect on acute myocardial infarction in mice mainly *via* inhibiting the CXCR1-NF-κB-COX-2/ICAM-1/VCAM-1 pathway.

**Figure 4:**
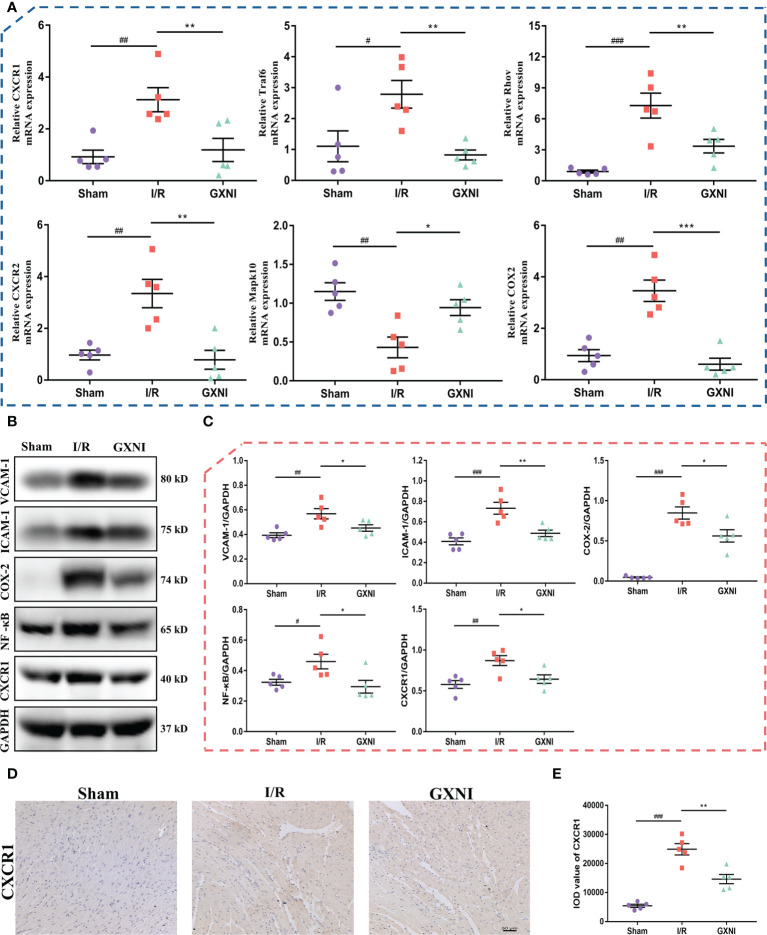
Verification of CXCR1-NF-κB-COX-2/ICAM-1/VCAM-1 pathway regulated by GXNI. **(A)** RT-PCR verification results of GXNI regulated genes in CXCR1-NF-κB-COX-2/ICAM-1/VCAM-1 pathway, including *Cxcr1*, *Cxcr2*, *Traf6*, *Mapk10*, *Rhov* and *Cox2*. **(B)** Representative blots of CXCR1, NF-κB, COX-2, ICAM-1 and VCAM-1 in the sham, I/R, and GXNI (9 mL/kg) groups. **(C)** Quantification of expression levels of CXCR1, NF-κB, COX-2, ICAM-1 and VCAM-1 proteins. **(D)** Representative pictures of immunohistochemistry staining. **(E)** Quantification of CXCR1 expression levels in cardiac tissue sections. Values were expressed as mean ± SEM (n = 5). ^#^ *P* < 0.05, ^##^ *P* < 0.01, ^###^ *P* < 0.001 vs. sham group, *P < 0.05, **P < 0.01, ***P < 0.001 vs. I/R group.

### Identification of CXCR1-interacting GXNI ingredients by molecular docking screen

In order to determine the active ingredients in GXNI that interact with CXCR1, the previously identified GXNI ingredients were screened by molecular docking (50). The top 10 GXNI compounds with the highest affinity to interact with CXR1 (-CDOCKER ENERGY score) were Benzoic acid, Danshensu, 4-Hydroxycinnamic acid, Protocatechuic aldehyde, Ferulic acid, Vanillin, Salicylic acid, Furoic acid, Butylphthalide and Rosmarinic acid (**Figure 5A**). Since a previous HPLC-DAD-ESI-MS^n^ qualitative and quantitative analysis suggested that the content of Benzoic acid is extremely low while the Danshensu is known to be the main component in GXNI (44), we consider that Danshensu as a key candidate of GXNI active component inhibiting CXCR1-NF-κB-COX-2/ICAM-1/VCAM-1-mediated IL-8 signaling pathway.

**Figure 5:**
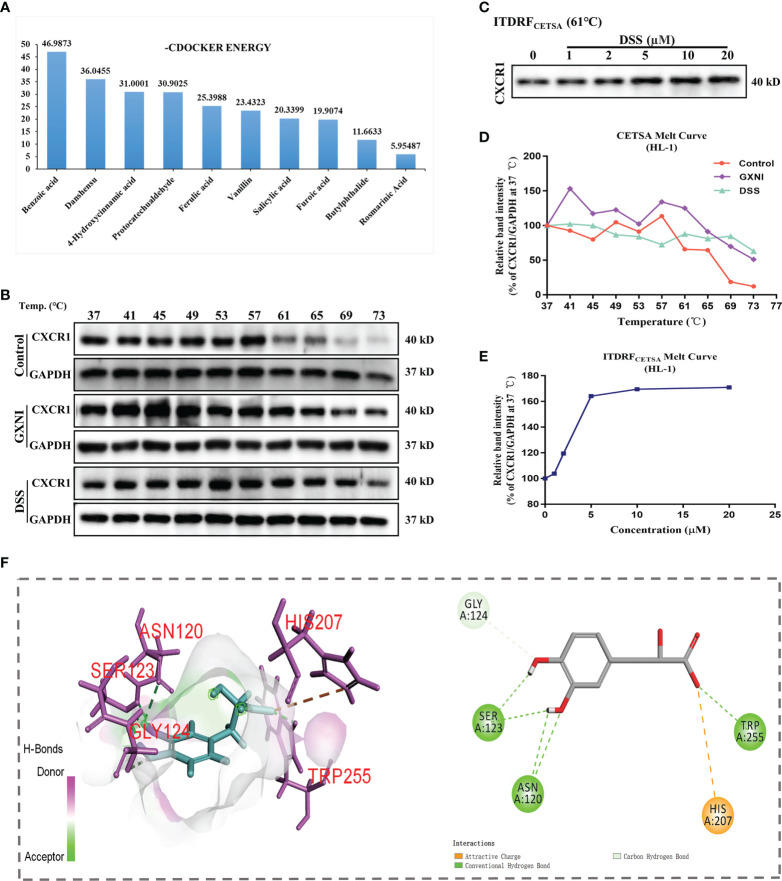
Ingredients in GXNI that bind to CXCR1. Structural-based binding prediction of GXNI ingredients to CXCR1 by molecular docking. **(A)** The score of -CDOCKER ENERGY of ingredients in GXNI combined with CXCRI. CETSA and ITDRF_CETSA_ were utilized to assess the binding between GXNI or DSS and CXCR1 in thermodynamic levels. **(B, C)** WB blots of CETSA and ITDRF_CETSA_. **(D, E)** The curve of CETSA and ITDRF_CETSA_. **(F)** Danshensu-CXCRI interaction is depicted by active binding site (3D & 2D model).

### Verification of GXNI and DSS binding to CXCR1 by CETSA

Thermal Shift Assay (TSA) was performed to evaluate whether GXNI ingredients or Danshensu could directly bind to CXCR1. HL-1 cell lysate, with or without drug (GXNI or Danshensu) treatment, was heated to denature and precipitate the mCXCR1 protein, and then the remaining soluble mCXCR1 was detected *via* using WB. CETSA curve comparison showed that the thermal stability of CXCR1 treated with GXNI or Danshensu was substantially improved compared with the control, and this thermal stabilization between Danshensu and mCXCR1 was dose dependent from ITDRF_CETSA_ (**Figures 5B–E**). Because the intrinsic limitation of the animal model and the above thermal stabilization data did not sufficiently exclude the possible influence of mCXCR2, we further evaluated the affinity of DSS with mCXCR2 and hCXCR1 using CETSA. As shown in **Supplementary Figure 1**, the affinity between DSS and mCXCR1 is stronger than that of mCXCR2, and DSS also binds to hCXCR1 to increase its thermal stability (**Supplementary Figures 1D, E** **)**. Shown in the 3D and 2D interaction diagrams in **Figure 5F**, molecular docking results indicated that the key residues of CXCR1 binding to DSS were SER123, ASN120, HIS207, TRP255 and GLY124. These results not only revealed that the ingredients in GXNI could stably bind to CXCR1, but also confirmed the molecular docking results of Danshensu as the main component of GXNI mediating the GXNI inhibition of the CXCR1-NF-κB-COX-2/ICAM-1/VCAM-1 pathway in MIRI.

### Effect of DSS on HL-1 cells after OGD/R

To evaluate the effect of DSS on HL-1 cells after OGD/R damage, different concentrations of DSS (0.3 µM - 300 µM) were first tested using the CCK-8 kit. The results indicated that when the DSS concentration reached 10 µM, the cell viability of HL-1 was significantly inhibited (**Figure 6A**). Therefore, 0.3 µM, 1 µM, and 3 µM DSS were used for the follow-up experiments. As shown in **Figures 6B, C**, OGD/R significantly reduced HL-1 cell number (Hoechst nuclear stain), compared to that in the control. Similar to that of Reparixin (100nM), an inhibitor of CXCR1, DSS at concentrations of 1 µM and 3 µM and GXNI at a dose of 1 µL/mL effectively protected HL-1 cells from OGD/R injury while 0.3 µM DSS had no significant effect. At the same time, DSS (1 µM and 3 µM), GXNI and Reparixin markedly reversed the overexpression of CXCR1 protein in HL-1 cells caused by OGD/R injury (**Figures 6B, D** **)**. These results were not only consistent with the results of the *in vivo* experiments, but also suggested that DSS may be the main active ingredient of GXNI to protect HL-1 cardiomyocytes from OGD/R injury by inhibiting the CXCR1 overexpression.

**Figure 6:**
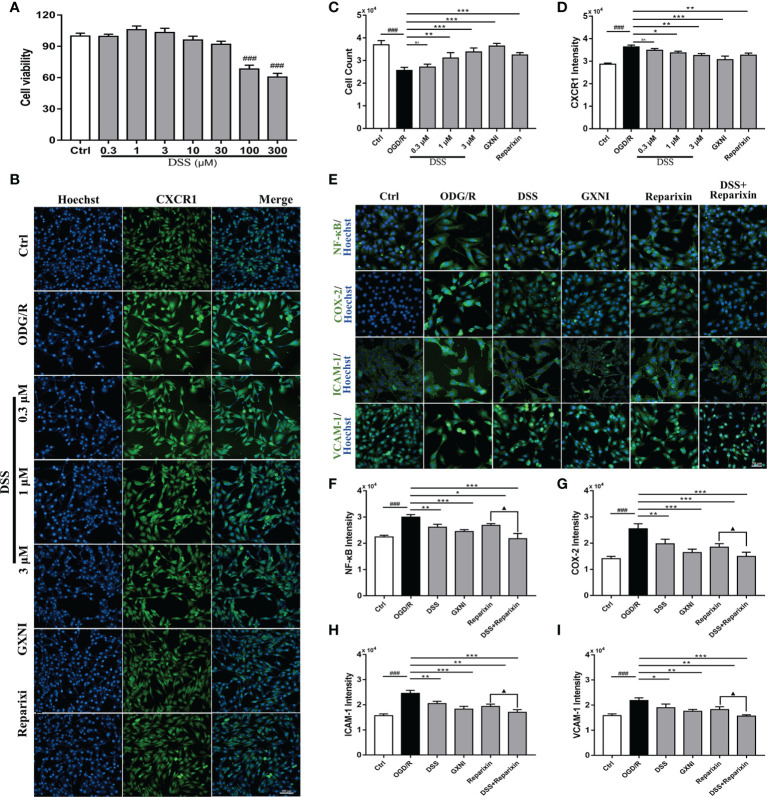
DSS inhibited the expression of NF-κB, COX-2, ICAM-1 and VCAM-1 in HL-1 cells after OGD/R. **(A)** Bar graph quantitation of DSS on the viability of HL-1 cells. After OGD/R, the protective effect of DSS on HL-1 cells and its effect on the expression of CXCR1 protein were evaluated by immunocytofluorescence. **(B)** Representative images of each group, in which the nuclei were stained in blue by Hoechst and the CXCR1 protein was stained green. Scale bar = 100 µm. **(C)** Bar graph quantitation of the number of cells in each group. **(D)** Quantification of the average fluorescence intensity of CXCR1 in each group. **(E)** Representative images of each group. The nucleus was stained blue, and NF-κB, COX-2, ICAM-1 and VCAM-1 were labeled green. Scale bar = 50 µm. **(F)** Quantification of the average fluorescence intensity of NF-κB in each group. **(G)** Quantification of the average fluorescence intensity of COX-2 in each group. **(H)** Quantification of the average fluorescence intensity of ICAM-1 in each group. **(I)** Quantification of the average fluorescence intensity of VCAM-1 in each group. Values were expressed as mean ± SD (n = 3). ^###^ *P* < 0.001 vs. Ctrl group; ^*^ *P* < 0.05, ^**^ *P* < 0.01, ^***^ *P* < 0.001 vs. OGD/R group; ^▲^ *P* < 0.05 vs. Reparixin group. ns: no significance.

To further elucidate the inhibitory mechanism of DSS on CXCR1 activation, recombinant IL-8 protein (100 nM) was used as an agonist to induce CXCR1/2 activation *in vitro*. One μM DSS and 1 μL/mL GXNI significantly reduced the fluorescence intensity of mCXCR1 and mCXCR2 in HL-1 cells after IL-8 intervention, and the effect was similar to that of Reparixin (**Supplementary Figures 2A–C**). Notably, DSS have a stronger inhibitory effect on mCXCR1 than on mCXCR2 (**Supplementary Figures 2A–C** **)**. Due to the differences of receptor subfamily expression between mouse and human, we also evaluated the effect of DSS on hCXCR1/2 activation in human AC-16 cardiomyocytes, and the results also indicated that 1 μM DSS and 1 μL/mL GXNI evidently reduced the fluorescence intensity of hCXCR1 and hCXCR2, whereas the inhibitory effect of DSS on hCXCR1 is stronger (**Supplementary Figures 2A, D, E** **)**. These findings are also consistent with the RNA-seq results, in which GXNI down-regulated the mRNA level of CXCR1 by more than 30 folds, while only down-regulated CXCR2 by over 9 folds in the myocardial tissue of MIRI mice (**Figure 3H**).

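In the sequenced hearts Cxcr2 had 3.09 ± 1.66 (SD, n = 3) normalized CPM in sham, 37.5 ± 31.8 (SD, n = 3) in MIRI and 31.0 ± 37.9 (SD, n = 3) in GXNI mice. Its counts were 1234, 14 and 1253 in the libraries labelled MIRI 1 to 3 and 52, 330 and 1275 in those labelled GXNI 1 to 3. The log2 fold change in GXNI against MIRI was -0.27 (standard error 1.44, adjusted p = 1 from edgeR's quasi-likelihood test), less than the spread between mice. It was -3.21 under the published grouping (adjusted p = 0.03043 in the same test of edgeR, and 0.01533 in the Wald test of DESeq2). The ratio of Cxcr1 to Cxcr2 was not tested, because Cxcr1 was counted 0 times in the library labelled MIRI 2. A ratio was to be tested only where both genes had more than 3 counts in every MIRI mouse. Under the published grouping the MIRI libraries met this rule, with 8, 19 and 9 counts of Cxcr1. The ratio was not tested there either.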

### Effect of DSS on CXCR1-NF-κB-COX-2/ICAM-1/VCAM-1 pathway after OGD/R

To further illustrate the effect of DSS inhibition of CXCR1, downstream proteins of the signaling pathway in HL-1 cells were detected *via* immunocytofluorescence. Compared with the control, the expression levels of NF-κB, COX-2, ICAM-1 and VCAM-1 after OGD/R were significantly increased (**Figures 6E–I**). Similar to CXCR1 inhibitor Reparixin, DSS at 1 µM and GXNI at a dose of 1 µL/mL substantially inhibited the expression of these downstream proteins (**Figures 6E–I**). Interestingly, when DSS and Reparixin were applied in combination, the high expression levels of NF-κB, COX-2, ICAM-1 and VCAM-1 induced by OGD/R were further inhibited compared with that of DSS alone (**Figures 6E–I**). Therefore, these result confirmed that DDS may be a main active component of GXNI down-regulating the CXCR1-NF-κB-COX-2/ICAM-1/VCAM-1 pathway.

### Effects of GXNI and DSS on inflammatory factor release and leukocyte infiltration induced by *in vivo* I/R or *in vitro* OGD/R

Since GXNI treatment of acute myocardial infarction is mainly related to the anti-inflammatory effects mediated by CXCR1-NF-κB-COX-2/ICAM-1/VCAM-1-mediated IL-8 signaling pathway (**Figures 3E, H**), the release of inflammatory factors and leukocyte infiltration were further examined. Immunohistofluorescence staining results of the *in vivo* mouse tissues showed that the number of myeloperoxidase polyclonal antibody-labeled neutrophils in the myocardial tissue of the I/R group was significantly increased compared with the sham, while GXNI (9 mL/kg) intervention clearly reduced the excessive increase of neutrophils (**Figures 7A, B** **)**. GXNI (9 mL/kg) remarkably reversed the increased expression levels of inflammatory factors such as IL-1β, IL-6 and TNF-α in myocardial tissue and serum of MIRI mice (**Figures 7C, D** **)**. In paralell, the contents of IL-1β, IL-6 and TNF-α *in vitro* HL-1 cells after OGD/R were substantially increased compared with control (**Figure 7E**). Similar to CXCR1 inhibitor Reparixin, GXNI and DSS significantly inhibited the contents of IL-1β, IL-6 and TNF- α in HL-1 cells after OGD/R (**Figure 7E**). Moreover, the combined administration of DSS and Reparixin reduced the contents of IL-1β, IL-6 and TNF-α further in cell lysate. Taken together, these results demonstrated that GXNI and its active ingredient DSS significantly inhibited the excessive inflammatory response induced by I/R or OGD/R, such as the release of inflammatory factors and leukocyte infiltration.

**Figure 7:**
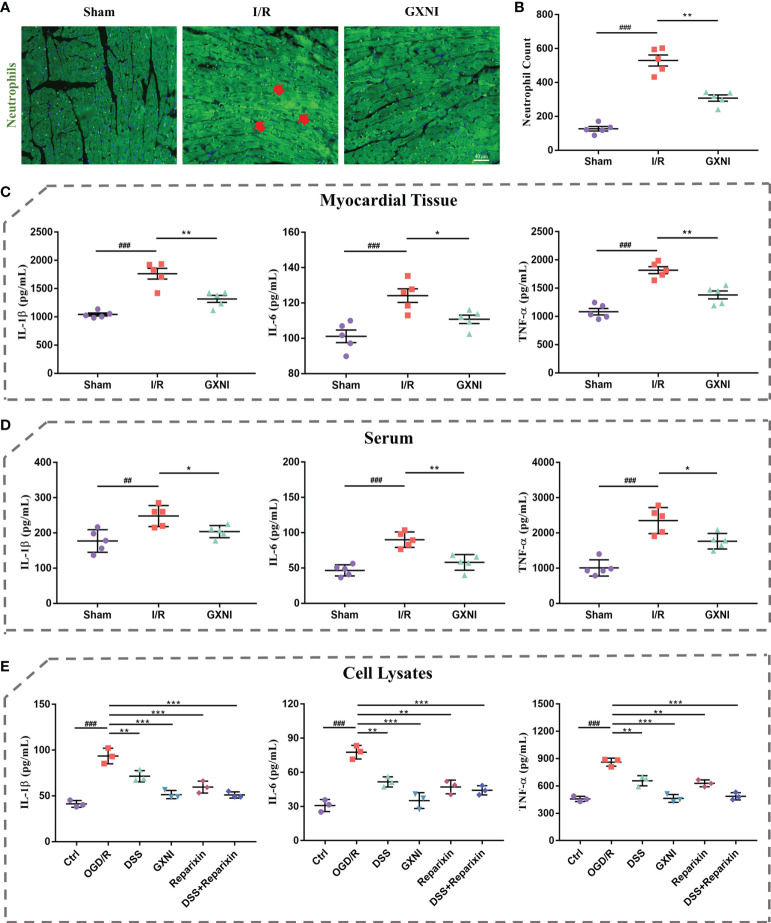
GXNI and DSS inhibited excessive release of inflammatory factors and leukocyte infiltration induced by I/R or OGD/R. **(A)** Representative images of immunohistofluorescence staining of mouse myocardium tissue in the sham, I/R, and GXNI (9 mL/kg) groups. The nuclei were stained in blue, while neutrophils were in green. **(B)** Quantification of neutrophil numbers in the sham, I/R and GXNI (9 mL/kg) groups. **(C)** The expression levels of IL-1β, IL-6 and TNF-α in the supernatant of myocardial tissue of mice in the sham, I/R and GXNI (9 mL/kg) groups. **(D)** The expression levels of IL-1β, IL-6 and TNF-α in the serum of mice in the sham, I/R and GXNI (9 mL/kg) groups. Values were expressed as mean ± SEM (n = 5). ^##^ *P* < 0.01, ^###^ *P* < 0.001 vs. Sham group, ^*^ *P* < 0.05, ^**^ *P* < 0.01 vs. I/R group. Scale bar = 40 µm. **(E)** Quantitation of the expression levels of IL-1β, IL-6 and TNF-α in cell lysates of each group in *in vitro* experiments. Values were expressed as mean ± SD (n = 3). ^###^ *P* < 0.001 vs. Ctrl group; ^**^ *P* < 0.01, ^***^ *P* < 0.001 vs. OGD/R group.

## Discussion

The new findings in this study are as following (1): We demonstrated GXNI as an effective treatment of AMI in a preclinical setting and revealed that more than 3000 genes are regulated by GXNI in MIRI. In particular, the critical GXNI-regulated pathways are found to be IL-8 signaling, Leukocyte extravasation signaling and ILK signaling pathways. (2) The IL-8 signaling pathway, particularly its subordinate branch CXCR1-mediated NF-κB/COX-2/ICAM-1/VCAM-1 signaling pathway, is the main targets of GXNI regulation in MIRI. (3) We identified that Danshensu is a key active ingredient among the GXNI components *via* a direct interaction with CXCR1.

Multi-component and multi-targeting TCM have attracted more and more attention in the treatment of complex diseases (10, 11, 51). Our previous study have shown that GXNI exerts a neuroprotective effect on mice with ischemic stroke *via* regulating SHH-PTCH1-GLI1-mediated axonal guidance signaling in a cerebral I/R model (47). Remarkably, although GXNI also improves myocardial I/R damage of mice with acute myocardial infarction, the detailed mechanisms involved are different. Similarly, another herbal medicine Danhong injection promotes angiogenesis *via* activating the MiR-126/ERK/VEGF pathway to reduce myocardial damage caused by I/R (52), while exerts a neuroprotection effect on ischemic stroke rats mainly by regulating the PI3K-Akt pathway (53). QiShenYiQi dropping pill, yet another herbal medicine containing Danshen, relieves MIRI and CIRI by improving mitochondrial dysfunction and regulating neuroinflammatory network mobilization, respectively (54, 55). In addition, Shuxuening injection not only plays an important role in the treatment of cardiovascular and cerebrovascular diseases, but also has different mechanisms in different pathological stages of the same disease. For example, Shuxuening injection improves I/R injury mainly through anti-inflammatory and antioxidant effects in the acute phase of stroke mice, promotes the recovery of neurological function by inhibiting G-CSF-mediated granulocyte adhesion and diapedesis pathway in the subacute phase, and restores post-stroke cognitive and motor deficits *via* regulating BDNF-mediated Neurotrophin/Trk signaling pathway in the recovery phase (56–58). These results indicated that Chinese herbal medicine with extensive pharmacological effects could specifically regulate certain pathways or targets in the treatment of different diseases caused by I/R injury to achieve a more excellent therapeutic effect.

Recent research advances have shown that CXCR1 is not only a key therapeutic target in many cancers, but also plays an important role in other diseases (59, 60). It has been reported that the activation of CXCR1 could be a “double-edged sword” for cardiovascular diseases. On one hand, interleukin-8 (IL-8) secreted after myocardial ischemia recruits bone marrow-derived mesenchymal stromal cells (MSCs) to the sites of degenerated tissue of myocardium by interacting with CXCR1 overexpressed on MSCs, thereby reducing the ischemic area and improving cardiac function (61). Simultaneously, CXCL8a-CXCR1 signaling is also necessary for the proliferation of coronary artery endothelial cells during cardiac regeneration (62). On the other hand, as a chemokine receptor, CXCR1 “pulls” cells including but not limited to the above cells. For example, CXCR1 also mediates the migration of neutrophils and participates in the cascade events of inflammatory excessive injury (63). These also make it difficult to evaluate the advantages and disadvantages of CXCR1 in the whole AMI process. It is worth noting that previous reports mainly focused on evaluating the changes of CXCR1 level in peripheral blood after AMI and its impact on prognosis. Up till now, there is still a lack of evaluation on the biological functions of CXCR1 and its downstream pathways in cardiomyocytes after AMI, which may be the key to revealing the advantages and disadvantages of CXCR1 in the whole process of AMI. This study not only revealed that CXCR1 is a key target for the treatment of AMI and is regulated by GXNI, but also found that the high expression of CXCR1 in myocardial tissue caused by MIRI exacerbated the inflammatory response *via* activating the downstream COX-2/ICAM-1/VCAM-1 through the NF-κB pathway. As an inflammatory mediator, COX-2 is induced by NF-κB under certain conditions, which promotes the release of inflammatory cytokine (64, 65). It is known that ICAM-1 and VCAM-1 not only play important roles in angiogenesis, but also closely related to leukocyte infiltration (66, 67). It should be noted that these are all pointing out the roles of CXCR1 in cardiomyocytes, rather than directly mediating leukocyte infiltration as a chemokine receptor. Therefore, the overactivation of CXCR1 resulted in more fault than credit in the early stage of AMI according to previous reports and current evidence. Past investigations have revealed significant similarities and differences of cytokine receptor biology between mouse and human (27, 28, 33, 34). The mCXCR1 was characterized as a homologue of hCXCR1. To enhance the clinical implications of our study, we further determined the effect of GXNI and its component DSS on hCXCR1, assessed the affinity of DSS with hCXCR1 using CETSA and evaluated the inhibitory effect of GXNI and DSS on IL-8 activated hCXCR1/2 expression. The binding of DSS to hCXCR1 and the significant inhibition of activated hCXCR1 by DSS offset the inherent limitations of animal models to a certain extent and also suggested that CXCR1 may be an effective target for the treatment of AMI in the clinic.

Although we have revealed and proved that GXNI can play an anti-acute myocardial ischemia-reperfusion injury *via* inhibiting the CXCR1-NF-κB-COX-2/ICAM-1/VCAM-1-mediated IL-8 signaling pathway, there are still some issues that need to be addressed by further investigation. For example (1), in addition to the NF-κB/COX-2 pathway mediated by CXCR1 in the IL-8 signaling pathway, other mechanisms implicated in our RNA-seq data, such as Leukocyte extravasation signaling pathway and ILK signaling pathway for GXNI-regulated genes in I/R heart, remain to be explored by in-depth analysis to clarify their role during GXNI treatment of AMI. (2) Although this study and previous studies (47) have established the therapeutic effects and mechanisms of GXNI in improving MIRI and CIRI, it is still unknown if the same or different active ingredients of GXNI participated in the treatment of these two I/R injuries. (3) Whether there is a common mechanism during GXNI treatment of I/R-mediated brain injury or myocardial injury is still unclear. Future work to explore the GXNI role in cardiac and cerebral I/R injury protection not only may help to understand the multicomponent and multi-target nature and holistic action of TCM, but also contribute to novel drug development targeting the inflammation-immunoregulation network in ischemic heart and brain diseases.

## Conclusion

Our study demonstrated that GXNI reduced cardiac dysfunction and myocardial damage caused by I/R injury *via* inhibiting excessive inflammatory factor release and leukocyte infiltration through CXCR1-NF-κB-COX-2/ICAM-1/VCAM-1-mediated IL-8 signaling pathway (**Figure 8**), with Danshensu serving as the key active ingredient by direct interaction with CXCR1.

**Figure 8:**
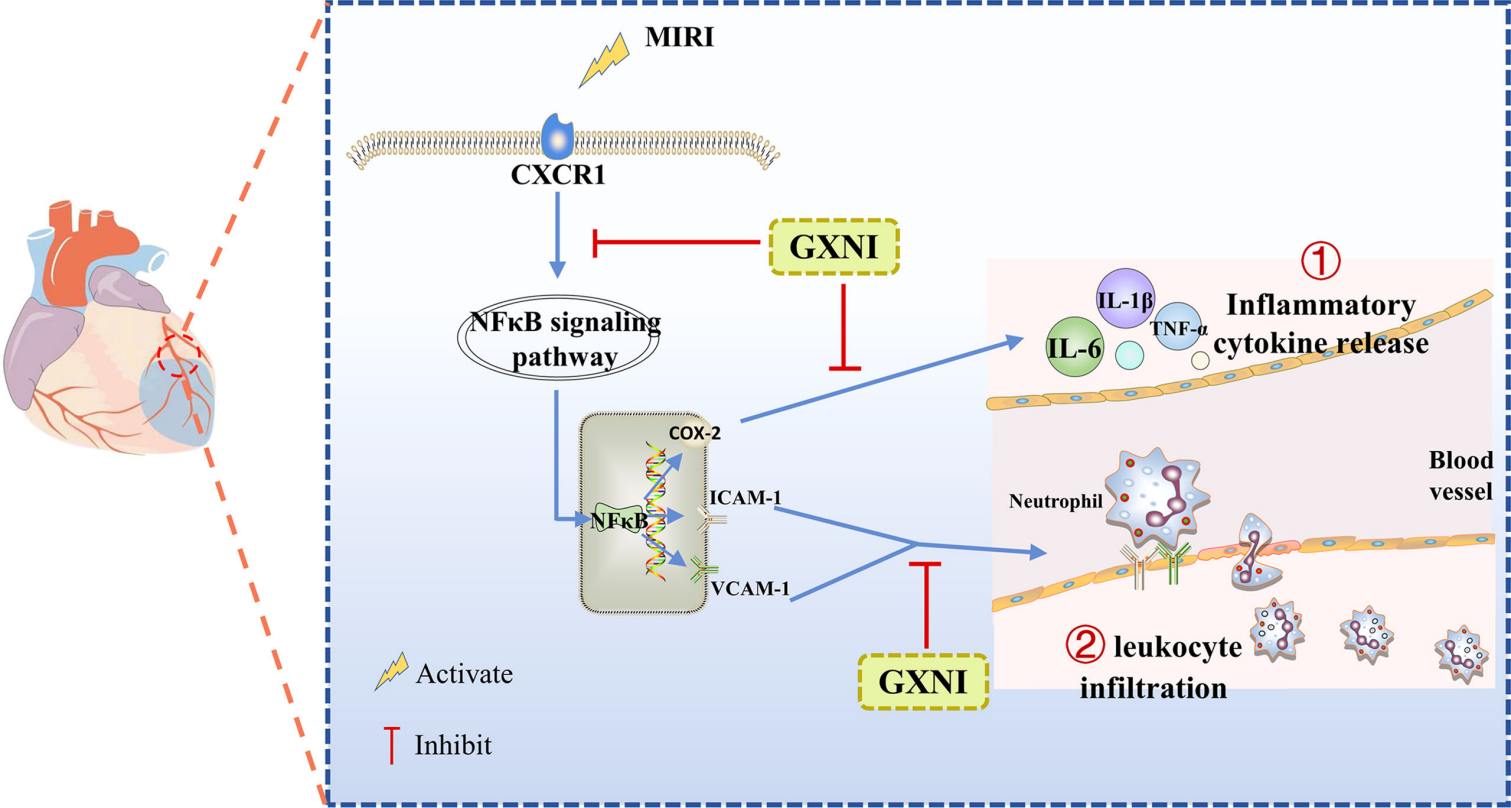
** **A schematic diagram of the mechanism of GXNI ameliorated myocardial injury in I/R mice *via* regulating the CXCR1-NF-κB-COX-2/ICAM-1/VCAM-1 pathway to inhibit the release of inflammatory factors and leukocyte infiltration.

## Data availability statement

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE214122.

## Ethics statement

The animal study was reviewed and approved by Laboratory Animal Ethics Committee of Tianjin University of Traditional Chinese Medicine (License number: TCM-LAEC2020107).

## Author contributions

YZ conceptualized and designed the study. GX, ML, JXL, HW, JWL and SH performed the relevant experiments in **Figures 1**-**3**. GX and ML provided **Figures 4**, **5**. GX, JXL and SH completed the RT-PCR and WB experiments and the drawing of **Figure 6**. GX and JXL participated in the relevant experiments in **Figures 7**, **8**. GF and ML helped with the design of the study and the interpretation of the results. YZ and GX wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This study was supported by grants from National Key R&D Program Project (2018YFC1704502), National Science Foundation of China (NSFC 81873037 and 82104431), and in part by a fund from Shenwei Pharmaceutical Co. Inc.

## Acknowledgments

We would like to thank our lab members, particularly Drs. Yuxin Feng, Jian Yang and Pengzhi Dong, for stimulating discussion and sharing of reagents.

## Conflict of interest

The laboratory has previously received research fund from Shenwei Pharmaceutical Co. Inc. The funder was not involved in the study design, collection, analysis, interpretation of data, the writing of this article or the decision to submit it for publication.

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: CXCR1 and its downstream NF-κB inflammation signaling pathway as a key target of Guanxinning injection for myocardial ischemia/reperfusion injury
**Source:** Front Immunol. 2022 Oct 17;13:1007341. doi: 10.3389/fimmu.2022.1007341
**Supplement:** Supplementary file 1

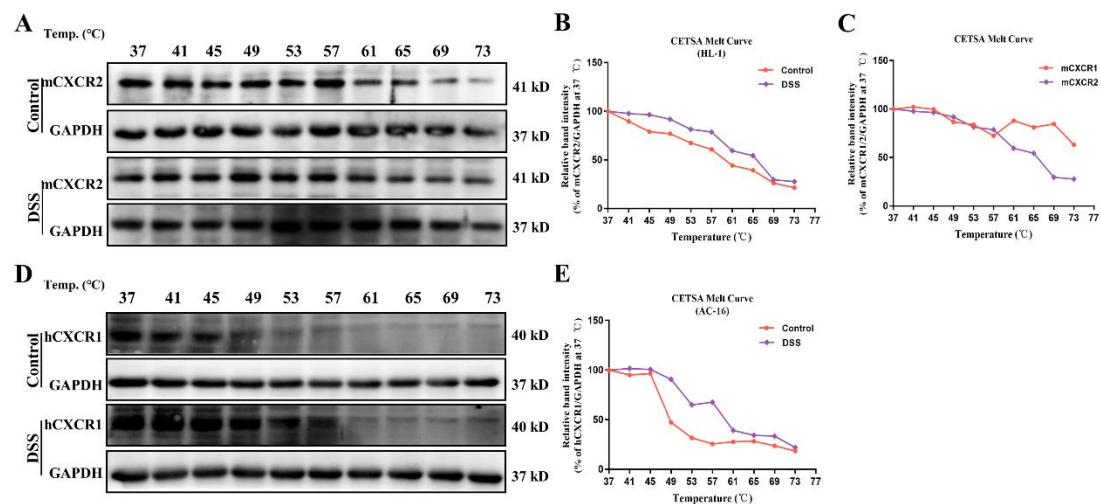

**Supplementary Figure 1. Verification of DSS binding to mCXCR2 or hCXCR1 by CETSA.**  
(A, D) WB blots of CETSA. (B-C, E) The curve of CETSA.

# Supplementary material for: CXCR1 and its downstream NF-κB inflammation signaling pathway as a key target of Guanxinning injection for myocardial ischemia/reperfusion injury
**Source:** Front Immunol. 2022 Oct 17;13:1007341. doi: 10.3389/fimmu.2022.1007341
**Supplement:** Supplementary file 2

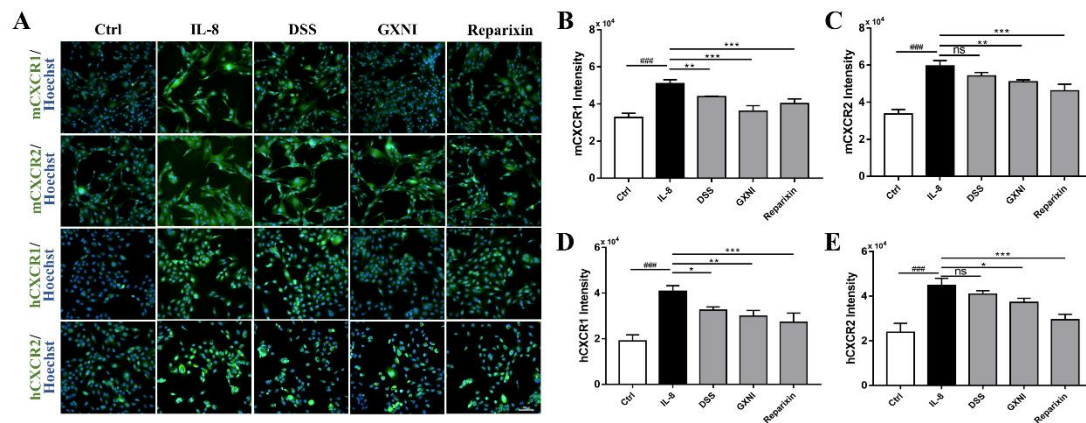

**Supplementary Figure 2. Effects of GXNI and DSS on activation of mCXCR1/2 and hCXCR1/2 by IL-8.** (A) Representative images of each group, in which the nuclei were stained in blue by Hoechst and the mCXCR1/2 and hCXCR2 were stained green. (B, C) Quantification of the average fluorescence intensity of mCXCR1/2 in each group. (D, E) Quantification of the average fluorescence intensity of hCXCR1/2 in each group. Values were expressed as mean  $\pm$  SD (n = 3). ###  $P < 0.001$  vs. Ctrl group; \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$  vs. IL-8 group. Scale bar = 100  $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

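The deposited data are counts of reads per gene in heart tissue of 3 sham, 3 MIRI and 3 GXNI (9 mL/kg) mice. The authors removed adapter, poly-N and low-quality reads, aligned with HISAT2 to the mouse genome and counted with featureCounts. The text of the paper does not name the genome build, the annotation release, the software versions or the strand setting. The deposited counts are whole numbers that were not normalized, with 1 column per mouse. Of the 54532 gene identifiers, 54409 were paired with a symbol of GENCODE M21 (GRCm38) and 123 were not. Coordinates are those of that annotation, in which genes overlapping on either strand may share reads. 0 columns of other samples were used.

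Each comparison was fitted on its 6 libraries with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the default filter on low counts and the quasi-likelihood F test without covariates. A gene was called at a fold change of at least 1.5 and an unadjusted p of at most 0.01, the thresholds of the paper. The standard error of a log2 fold change is its size divided by the square root of the F statistic. CPM values, counts scaled to the library total, use TMM factors over the 9 libraries. A group whose libraries all had 3 counts or fewer was set to 3 counts and the fold is given as a lower bound, which covers counting error only. Scores of marker genes are means of log2 CPM with a prior count of 0.5. They were compared with two-sided exact permutation tests, whose smallest p for 3 mice against 3 is 0.1.

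Groups follow the deposited labels. The replicate numbers come from the labels and the mice of different groups are different animals. The alternatives set before the data were examined were DESeq2 1.42.0, RLE normalization, mitochondrial genes left out, no filter, all 9 libraries in 1 fit, the replicate number as a block, a Benjamini-Hochberg adjusted p of at most 0.05, and each replicate left out in turn. The published grouping was added after the values were seen. It was found by setting the log2 fold changes of Supplementary Tables S1 to S3, which were given in part with 1999 genes each, beside those of all 1680 choices of 3 libraries against 3 others, over genes with a mean count above 20. The genes named in the text are those the paper names for the sequencing or the RT-PCR, those of Figure 3D and Figure 3G, marker genes of a fixed list, and in each comparison the 3 called genes with the largest change in each direction whose groups did not overlap. Only part of these genes are printed.

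The fits were tested on simulated counts with 200 genes changed by 2 log2 units. Of these, edgeR called 199 among 14714 genes run and DESeq2 198 among 26608 genes run, and edgeR called 0.94% of the unchanged genes. The simulation gave all genes the same fixed dispersion and changed only genes with higher counts. It did not model the spread between these mice, so the recovery does not measure the power of the comparisons. No pair of libraries had counts within sampling noise of each other. The smallest chi-square per degree of freedom was 14.4, between sham 2 and sham 3. The pathway enrichment of the paper was not recomputed.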

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

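The thresholds for these results were set after the marker scores of some libraries had been seen in part, and the test against random gene lists was chosen after the result was seen. The paper does not report scores of marker genes.

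The neutrophil score, the mean log2 CPM of 14 marker genes, was more than 1 log2 unit above the highest sham library (1.37) in 4 libraries. It was 4.945 in the library labelled MIRI 1, 4.87 in MIRI 3, 3.04 in GXNI 2 and 4.64 in GXNI 3. It was 0.195 in the library labelled MIRI 2 and 0.95 in GXNI 1. A difference in library size was tested by thinning all libraries to the smallest total, after which 4 libraries were again above this level. With the median over the markers 3 libraries were, and GXNI 2 was not (2.95, highest sham library 2.11). Ischemia and reperfusion may have brought neutrophils into the heart, but the score did not follow the deposited labels. GXNI and MIRI mice differed by -0.46 (exact permutation test, two-sided, p = 0.8), and MIRI and sham mice by 2.35 (exact permutation test, two-sided, p = 0.4). GXNI and MIRI mice differed by -3.42 under the published grouping, which was chosen after the values were seen, and their scores did not overlap. The pattern cannot be told apart from the exchange of labels described under the other observations.

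The mesothelial score was 3.04 in the library labelled GXNI 1, against 1.38 in the highest sham library. MIRI and sham mice differed by -1.57 (exact permutation test, two-sided, p = 0.1, the smallest possible). All MIRI scores (-2.12, -0.099 and -0.521) were below all sham scores (1.38, 0.278 and 0.317). The list's median log2 fold change in GXNI against MIRI mice was 1.51, at percentile 100 of 10000 random lists matched on mean expression. Genes of one list vary together, so that 1 library can move the whole list, and the pattern cannot be told apart from a gene set of low counts by this test. GXNI and MIRI mice differed by 1.31 in the mean score (exact permutation test, two-sided, p = 0.5). Without GXNI 1 the difference was -0.0091, so under the deposited labels it rests on that library. It was 2.82 under the published grouping. A different share of the heart surface in the sampled tissue is a candidate explanation that was not tested.

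In the library labelled MIRI 2, the atrial score was 1.06, against -0.44 in the highest sham library, and the adipocyte score was 0.996, against -2.30. With these mean scores only 1 library was more than 1 log2 unit above the highest sham library. With the median over the markers this held again for the atrial score. The median adipocyte score passed this level in 3 libraries, MIRI 1 (-2.52), MIRI 2 (0.715) and GXNI 2 (-2.34), against -3.66 in the highest sham library. No explanation, technical or biological, was tested for them.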

How the results depend on the processing

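Under RLE normalization and with mitochondrial genes left out, all counts of called genes were within 1.5 times those first given. The cause of the changes below was not tested.

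With DESeq2, 1491 genes were higher and 760 lower in MIRI against sham, 4 higher and 7 lower in GXNI against MIRI, and 994 higher and 407 lower in GXNI against sham. Without the filter on low counts these were 1603 and 803, 4 and 6, and 999 and 426. With all 9 samples in one fit they were 535 and 265 in MIRI against sham, 1 and 8 in GXNI against MIRI, and 142 lower in GXNI against sham. At an adjusted p of 0.05 in edgeR's quasi-likelihood test they were 2 and 0 in MIRI against sham, 0 lower in GXNI against MIRI, 0 and 0 in GXNI against sham, and 0 called in both comparisons, while 4149, 47 and 2914 genes had an unadjusted p under 0.05. Counted at an adjusted p of 0.05 alone in MIRI against sham, 2025 genes passed with DESeq2, 1124 without the filter, 0 with all 9 samples in one fit, 1 with the block and 6554 without MIRI replicate 2. In GXNI against MIRI 0 passed in each of these fits. In GXNI against sham 834 passed with DESeq2, 18 without the filter, 2749 without GXNI replicate 1 and 2 without GXNI replicate 3. With the replicate number as a block, 2 genes were higher and 1 lower in GXNI against MIRI and 0 were called in both comparisons. The correlation of same-numbered mice was 0.024 for MIRI and sham, 0.139 for GXNI and MIRI, and 0.056 for GXNI and sham.

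Across the fits that each left out one replicate, MIRI against sham gave from 340 to 2571 genes higher and from 174 to 2021 lower, GXNI against MIRI from 0 to 8 higher and from 0 to 9 lower, and GXNI against sham from 83 to 1603 higher and from 90 to 1062 lower. From 0 to 8 genes were called in both comparisons, of which from 87.5% to 100% changed in opposite directions. The difference between GXNI and MIRI mice went from -2.03 to 0.50 for the neutrophil score, from -0.85 to 0.27 for the atrial score and from -0.0091 to 2.69 for the mesothelial score. The log2 fold change in GXNI against MIRI went from -3.75 to -0.0893 for Cxcr1, whose sign changed in 0 of 6 fits, from -1.98 to 0.27 for Cxcr2, from -2.92 to 0.49 for Ptgs2, from -0.43 to 0.77 for Icam1, from -0.38 to 0.51 for Vcam1, from -0.21 to 0.84 for Mapk10, from -0.33 to 0.15 for Nfkb1, from -0.38 to 0.21 for Rela, from -3.37 to 0.76 for Rhov and from -0.63 to 0.0139 for Traf6.

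The sign in GXNI against MIRI changed with the block for Cxcr2 (0.20), Nfkb1 (-0.0169) and Rela (-0.0232), with DESeq2 for Nfkb1 (-0.0027) and Rela (-0.0017), and with all 9 samples in one fit for Nfkb1 (-0.0038) and Rela (-0.0033).

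In the published grouping, with edgeR, 2848 genes were higher and 2462 lower in MIRI against sham, 1264 higher and 1575 lower in GXNI against MIRI, and 2597 were called in both. With DESeq2 these were 3013, 2564, 1496, 1907 and 3063. Of the Figure 3G genes 45 were lower and 7 higher with edgeR, and 49 and 11 with DESeq2. The log2 fold change in GXNI against MIRI changed sign to -1.32 for Icam1, -0.87 for Vcam1, -0.68 for Nfkb1, -0.76 for Rela and 1.41 for Gm2260, and with DESeq2 to -1.34, -0.89, -0.69, -0.77 and 1.46. Scd4 (-0.41, unadjusted p = 0.43, edgeR's quasi-likelihood test) and Amot (-0.39, unadjusted p = 0.14, edgeR's quasi-likelihood test) were not called in it. The score difference between GXNI and MIRI became 1.05 for the atrial, -3.42 for the neutrophil and 2.82 for the mesothelial genes.

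The alternatives on FPKM values were not run, since the values are counts. The ratio of Cxcr1 to Cxcr2 and its alternatives were not run, since Cxcr1 had too few counts under the deposited labels. The counts of the published grouping would have allowed the ratio, but it was not run there either. Genes were not called in comparisons that share no MIRI mouse, since these leave 1 mouse in a group. Only correlations across genes were taken for them.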

Differences from the paper's values

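The paper reports 3013 genes higher and 2564 lower in MIRI against sham mice, and 900 and 413 were called here. Of the alternatives set before the data were examined, the fit without MIRI replicate 2 came within 1.5 times of the paper's numbers, with 2571 and 2021, and the others did not. The paper reports 1497 genes higher and 1902 lower in GXNI against MIRI and 3060 called in both comparisons, and 0, 3 and 2 were called here. None of the alternatives set before the data were examined closed these gaps. The published grouping, chosen after seeing the values, gave 2848, 2462, 1264, 1575 and 2597 with edgeR and 3013, 2564, 1496, 1907 and 3063 with DESeq2, which the paper's methods name.

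The paper's folds by which genes were lower in GXNI than in MIRI are 14.9 for Ptgs2 (COX-2), 2.5 for Icam1, 1.8 for Vcam1, more than 30 for Cxcr1 and over 9 for Cxcr2. The folds here were 1.05, 0.884, 0.974, 2.17 and 1.20. Of the alternatives set before the data were examined, the fit without GXNI replicate 3 gave 1.30 for Vcam1, within 1.5 times of the paper's fold, and no other closed a gap. The published grouping, chosen after seeing the values, gave 14.8 for Ptgs2, 2.50 for Icam1, 1.83 for Vcam1 and 9.26 for Cxcr2, and with DESeq2 15.0, 2.53, 1.85 and 9.45. For Cxcr1 it gave a lower bound of 3.69. DESeq2 under this grouping gave a log2 fold change of -4.93 for Cxcr1, a fold of more than 30 as in the paper. That value rests on low counts.

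The paper's log2 fold change in MIRI against sham is 1.71 for Icam1 and 1.10 for Rela, and 1.11 and 0.77 were found here. The fits without MIRI replicate 2 (1.51 and 0.97) and, for Icam1, without sham replicate 1 (1.21) were within the error, and the other alternatives set before the data were examined were not. In GXNI against MIRI the paper's log2 fold change is 1.34 for Mapk10, -0.88 for Traf6, -0.69 for Nfkb1 and -0.77 for Rela, and 0.11, -0.21, 0.0056 and 0.0068 were found here. The fit without MIRI replicate 2 (0.84 for Mapk10) and the fit without GXNI replicate 3 (-0.63 for Traf6) were within the error, and no other alternative set before the data were examined was. The published grouping, chosen after seeing the values, gave 1.70, 1.09, 1.35, -0.86, -0.68 and -0.76 with edgeR, and 1.71, 1.10, 1.34, -0.88, -0.69 and -0.77 with DESeq2.

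The paper gives Icam1, Vcam1, Nfkb1 and Rela as lower in GXNI than in MIRI mice, while the log2 fold changes here were 0.18, 0.04, 0.0056 and 0.0068. The methods of the paper name Cox2 as cytochrome c oxidase subunit II, while both primers listed for it matched Ptgs2.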

Other observations

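The tests of the mislabelled libraries, of the splits of GXNI and MIRI mice and of Cxcr2 among neutrophil genes were chosen after the result was seen.

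The fold changes of the supplementary tables were not reached with the deposited labels. A mislabelled sample was tested by setting all 1680 choices of 3 libraries against 3 beside the tables. The best choice differed from Supplementary Table S2 by a median of 0.004852 on the log2 scale, and it exchanges the libraries labelled MIRI 2 and GXNI 3. The exchange may have happened in the deposited columns or in the published comparison. The counts do not tell which mouse received GXNI, and both readings remain. If the columns are exchanged, the published fold changes are those of the true groups. If the comparison was exchanged, the groups by treatment differ as given under the deposited labels.

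Each of the 6 libraries labelled MIRI or GXNI was most similar to a library of another label, and MIRI 1 and MIRI 3 were each most similar to GXNI 3. With MIRI 2 and GXNI 3 exchanged, 4 of the 6 were most similar to a library of their own group, and GXNI 1 and GXNI 2 were not. With all libraries thinned to the smallest total, library size being the explanation tested, MIRI 2 and GXNI 3, 2 of 2 libraries, and all of the 6 were again most similar to a library of another label. Without the mitochondrial genes and the 100 genes with the highest counts, to test a few genes taking most of the counts, the same was found for 2 of 2 and for 6 of the 6. Leaving out a few genes hardly moves a rank correlation, so the pattern cannot be told apart from that explanation by this test. Thinning did not change the pattern.

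The labelled split was compared with the splits of the same 6 libraries, and it is itself counted among them. Of the 4 splits that part all same-numbered pairs, 1 called at least as many genes as the labelled split in MIRI and sham mice, which was the labelled one, 4 in GXNI and MIRI mice, and 1 in GXNI and sham mice, again the labelled one. Over all 10 splits, which also include those that part 1 pair, these numbers were 1, 10 and 1. In GXNI and MIRI mice the split of the published grouping called 2839 genes, and the labelled split called 3, the lowest of the 10. The smallest share possible is 0.25 over the 4 splits and 0.1 over the 10.

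GXNI against sham mice, a comparison the paper does not report, gave 392 genes higher and 226 lower among 14695 tested under the deposited labels, and 315 and 228 under the published grouping. Among called genes whose groups did not overlap, Sh2d5, Thbs1 and Sprr1a had the largest rises, with log2 fold changes of 6.52, 6.06 and 6.00, and Gm4841, BC023105 and Gbp10 the largest falls, with -6.39, -6.11 and -5.65. For these genes the published grouping gave 3.55, 3.83, 4.21, -6.54, -6.13 and -5.48. Of them, only Gm4841 was over 0.01 with the replicate number as a block (unadjusted p = 0.0149, edgeR's quasi-likelihood test). The genes with the largest falls varied widely between sham mice 1 to 3. Counts there were 112, 1086 and 5558 for Gm4841 and 71, 238 and 516 for Gbp10. Cxcl3 was under the filter on low counts in this comparison, and in the fit without it rose by 8.38, and by 6.60 with the published grouping.

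The rise of Cxcr2 in MIRI against sham mice may come from RNA from neutrophils. Its log2 fold change of 3.615 lay within the range of the 14 neutrophil marker genes, from 0.93 to 5.75. This range is wide, and the test does not exclude a change in other cells of the heart.

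Under the published grouping the changes of the 2 comparisons had a correlation of -0.906 across 15207 genes. Both comparisons use the same MIRI libraries, which tends to make the correlation negative. With disjoint MIRI libraries the correlation was at most -0.783, so sharing them does not account for the opposite directions. This grouping places the libraries highest on the first principal component (61.5, 83.3 and 94.4) in MIRI. That favours a negative correlation in any split, so the value does not tell whether GXNI caused the opposite directions. Under the deposited labels the correlation with disjoint libraries went from -0.546 to 0.635. Genes are not independent replicates.

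The paper measured the proteins IL-1β, IL-6 and TNF-α in myocardial tissue, and counted neutrophils there by an antibody to myeloperoxidase (MPO). It does not say whether the sequenced mice were among those measured. In the sequenced hearts Il6 was counted 383, 3 and 568 times in the libraries labelled MIRI 1 to 3 and 12, 55 and 538 times in those labelled GXNI 1 to 3, and Il1b 683, 14 and 718 times and 22, 232 and 644 times. Tnf was counted 25, 0 and 38 times in MIRI and 8, 27 and 45 times in GXNI. The log2 fold change in GXNI against MIRI was -0.29 for Il6, -0.34 for Il1b and 0.61 for Tnf, each with an adjusted p = 1 from edgeR's quasi-likelihood test. It was -4.34 for Il6 (adjusted p = 0.01434), -2.88 for Il1b (adjusted p = 0.03937) and -1.57 for Tnf (adjusted p = 0.1845) under the published grouping, from the same test of edgeR, and the adjusted p was 0.0001847, 0.03642 and 0.1296 in the Wald test of DESeq2. Mpo was counted 0 times in 8 of the 9 libraries and 1 time in GXNI 3. Its RNA did not follow the neutrophil score, which was more than 1 log2 unit above the highest sham library in 4 libraries. The Mpo counts are therefore no measure of the neutrophils that the paper counted. In all 9 libraries the Y-linked gene Ddx3y had more counts than Xist.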
